# HIF2α-dependent Dock4/Rac1-signaling regulates formation of adherens junctions and cell polarity in normoxia

**DOI:** 10.1038/s41598-024-62955-7

**Published:** 2024-05-27

**Authors:** I. Raykhel, V.-P. Ronkainen, J. Myllyharju, A. Manninen

**Keywords:** Hypoxia, HIF, Kidney epithelial polarity, Adherens junction, Cancer, Adherens junctions, Apicobasal polarity, RHO signalling, Stress signalling

## Abstract

Hypoxia-inducible factors (HIF) 1 and 2 regulate similar but distinct sets of target genes. Although HIFs are best known for their roles in mediating the hypoxia response accumulating evidence suggests that under certain conditions HIFs, particularly HIF2, may function also under normoxic conditions. Here we report that HIF2α functions under normoxic conditions in kidney epithelial cells to regulate formation of adherens junctions. HIF2α expression was required to induce Dock4/Rac1/Pak1-signaling mediating stability and compaction of E-cadherin at nascent adherens junctions. Impaired adherens junction formation in HIF2α- or Dock4-deficient cells led to aberrant cyst morphogenesis in 3D kidney epithelial cell cultures. Taken together, we show that HIF2α functions in normoxia to regulate epithelial morphogenesis.

## Introduction

Hypoxia-inducible factors (HIFs) are transcription factors that predominantly regulate the adaptation to hypoxia at the cellular or organismal level. HIFs consist of two subunits, termed HIFα and β. In hypoxic conditions HIFα and HIFβ form a dimer that translocates to the nucleus and binds to hypoxia-response elements (HRE) inducing the transcription of more than hundred target genes involved in erythropoiesis, angiogenesis, anaerobic metabolism, cell differentiation and survival^1–4^. The HIFα family includes three homologues—HIF1α, HIF2α and HIF3α. HIF2α, also named endothelial PAS domain protein-1 (EPAS1), was discovered in 1997 and shares 48% sequence identity with HIF1α^5^. Among HIF target genes there are exclusive HIF1α targets, exclusive HIF2α targets, and genes that are responsive to both HIF1α and HIF2α^6–9^. Recent studies revealed that HIFs can interact via different (non-HRE-mediated) mechanisms^1^. HIF1α and HIF2α can play non-overlapping and even opposite biological roles due to their unique target genes and different requirement of oxygen for activation^6^. HIF1α requires acute hypoxic conditions for stabilization, in contrast, HIF2α may accumulate under modest hypoxia or even normal physiological oxygen levels^6^. HIF1α is widely expressed while HIF2α is preferably expressed in specific cell types such as endothelial cells and hypoxic kidney epithelium^5,10–13^. The expression of HIF2α is commonly increased in various human tumors as well as certain cancer stem cell populations^14–16^.

Despite the established role in hypoxia response, HIF2α is also considered to function under normoxic conditions. In cancer stem cells, HIF2α activates downstream genes without hypoxia stimulation in vitro and in vivo^16^. It was reported that HIF2α is expressed in gastric cancer cells under normoxic conditions^17^. Moreover, neuroblastoma cells express high levels of HIF2α regulating proliferation and tumor growth^18^. HIF2α has been suggested to participate to the maintenance of stem cell pluripotency, presumably via regulation of epithelial-to-mesenchymal transition (EMT)^14,19^. Interestingly, HIF2α was reported to contribute to adherens junction (AJ) integrity in the lung by regulating the expression of vascular endothelial protein tyrosine phosphatase (VE-PTP)^20^. VE-PTP activity reduced VE-cadherin endocytosis thereby augmenting endothelial AJ integrity. Endothelium in the different tissues delivers oxygen to epithelial organs with vastly different partial pressure of oxygen. Much of the research has focused on the role of HIFs in endothelial cells but less is known about how HIFs function in the epithelial cells. Loss of epithelial polarity, including perturbed AJ integrity, within the tumor tissue is known to correlate with aggressiveness of the tumor cells^21^. Previous studies have reported that VHL-loss driven HIF stabilization in renal cancer led to downregulation of E-cadherin, a hallmark of EMT^22^. It was proposed that HIF activation in VHL-deficient cancer cells, with both HIF1α and HIF2α playing a role, promoted tumorigenesis by depleting E-cadherin from maturing AJs. Whether HIF2α is involved in the regulation of E-cadherin levels and epithelial cell polarity in VHL-expressing kidney epithelium in normoxic conditions remains incompletely understood.

Here, we have studied the potential role of HIF2α in the regulation of epithelial polarity using a well characterized three-dimensional (3D) Madin–Darby canine kidney (MDCK) epithelial cell culture system^23^. We show that HIF2α levels in normoxic conditions upregulate the mRNA and protein expression levels of a Rac1 guanine nucleotide exchange factor (GEF) Dedicator Of CytoKinesis 4 (Dock4). Dock4-mediated activation of Rac1 is needed to support the formation of polarized MDCK cysts. Depletion of HIF2α or Dock4 in normoxia interfered with MDCK cystogenesis leading to formation of multilumen cysts. This study identifies Dock4 as a novel mediator of HIF2α-driven activation of Rac1 signaling and shows that HIF2α expression in normoxia maintains basal Rac1 activity necessary for proper AJ formation and cystogenesis of kidney epithelial cells.

## Results

### Depletion of HIF2α expression disturbs MDCK cyst morphogenesis in normoxia

Hypoxia response pathway is a critical driver of renal cancers and disruption of epithelial morphogenesis and/or polarity correlates with cancer progression. In our previous studies we have used an established epithelial polarity model, Madin Darby Canine Kidney (MDCK) cells to investigate the effects of hypoxia and HIF1α on epithelial polarity and morphogenesis in the kidney^24^. Here we use the same MDCK cyst model to study the role of HIF2α in epithelial polarity. For this purpose we generated three independent HIF2α knockdown (KD) MDCK cell lines by using retrovirus-mediated RNA interference (RNAi) methodology^25,26^. The knockdown efficiency, ranging from 60,7% to 93,4%, of the target HIF2α (*EPAS1/HIF2A* gene) mRNA, was confirmed by real-time quantitative PCR (RT-qPCR) (Table S1, Fig. S1a). MDCK cells infected with a retrovirus containing an empty short hairpin RNA (shRNA) expression cassette were used as a control in all experiments.

To examine the effect of HIF2α knockdown on the function of this protein we performed a RT-qPCR analysis of selected known HIF target genes involved in hypoxia response. Whereas the control cells responded to hypoxia (1% O_2_, 48 h) by upregulating of the mRNA levels of vascular endothelial growth factor A (*VEGFA*), adrenomedullin (*ADM*), plasminogen activator inhibitor-1 (*PAI1*, also called *SERPINE1*) and lysyl oxidase (*LOX*), HIF2α-KD cells with the highest KD-efficiency (HIF2αKD#1) showed significantly reduced capacity to induce *VEGFA*, *ADM*, *PAI1* and *LOX* expression upon hypoxia (Fig. S1b). Analysis using HIF2αKO#2 and #3 cells displayed a similar trend although the inhibitory effects were not statistically significant for all the targets (data not shown).

Next we studied the effect of HIF2α-KD on epithelial morphogenesis by using 3D MDCK organotypic culture with basement membrane extract (BME) gels where control cells form highly polarized cysts in normal oxygen levels but display impaired cystogenesis leading multilumen phenotype under hypoxic conditions^24,27^. All cultures were grown in normoxic conditions for 1 h, after which half of the cultures were transferred into hypoxic conditions (1% O_2_) while the other half remained under normoxia. After 6 days in culture, cysts were fixed and stained for confocal microscopy analysis. The apical surface was visualized using antibodies targeting podocalyxin, a well-characterized apical membrane protein^28^. Actin cytoskeleton and nuclei were stained using TRITC-Phalloidin and DAPI, respectively. In normoxia, 78% of control cells were able to form hollow spherical cysts with a single apical lumen while only one third of the cysts formed a single lumen under hypoxia (Fig. S1c,d).

Surprisingly, only about one third of HIF2αKD#1 and ~ 60% of HIF2αKD#3 MDCK cells formed normal cysts under normoxic conditions and 95% of them were abnormal in hypoxia (Fig. S1c,d). This data suggests that HIF2α has a strikingly different function than reported for HIF1α. HIF1α upregulation in hypoxia was documented to activate the TGFβ-pathway via upregulation of BAMBI eventually leading to loss of epithelial polarity and HIF1αKD rescued normal cyst formation in hypoxic conditions^24^. In hypoxic conditions most of the MDCK WT and especially the HIF2αKD MDCK cysts lacked a central organized lumen (Fig. S1c,d). This finding may be due to the function of HIF1α mentioned above. Although HIF2αKD affected expression of hypoxia response genes (Fig S1b), our data suggests that HIF2α function is different from that of HIF1α as HIF2α appears to participate in the regulation of cyst morphogenesis also in normoxia.

Because the efficiency of HIF2α-depletion correlated with the penetrance of the phenotypes and due to the lack of well-functioning HIF2α antibodies to accurately monitor remaining protein levels, we wanted to confirm the HIF2α-KD data by designing two independent HIF2α-targeting gRNAs (Table S2) to generate HIF2α-knockout (KO) MDCK cell lines using CRISPR/Cas9 gene editing protocol^29^. Successful editing of the fourth exon on both HIF2α alleles leading to premature stop codon was confirmed by sequencing (Table S3) ensuring the loss of HIF2α expression in the cell clones selected to be used as biological replicates for further studies. MDCK cells transfected with a vector containing empty gRNA expression cassette were used as a control in all experiments. To examine the hypoxia response in control and HIF2α-KO cells we performed a RT-qPCR analysis of known HIF target genes. Whereas the control cells responded to hypoxia (1% O_2_, 48 h) by upregulation of the mRNA levels of *VEGFA*, *ADM*, *PAI1* and *LOX*, their induction in HIF2α-KO cells was significantly inhibited (Fig. 1a). Next, we studied the effect of HIF2α-KO on epithelial morphogenesis. Control and HIF2α-KO cells were seeded into 3D BME gels and initially grown in normoxic conditions for 1 h, after which half of the cultures were transferred to hypoxia (1% O_2_) and cultured for 6 days. Under normoxic conditions, control cells efficiently formed cysts with a polarized lumen (69.5%), while the majority (57.9%) of HIF2α-KO cells formed multilumen cysts as was also observed for the HIF2α-KD cells (Fig. 1b,c and Fig. S1c,d). A polarized central lumen in HIF2α-KO cells was formed in only 42.1% of the cysts. These data confirmed that loss of HIF2α-expression in normoxia leads to a multilumen phenotype in MDCK cysts. In contrast, loss of HIF2α under hypoxic conditions did not significantly change the morphology of the cysts, most of which lacked a proper organized lumen and displayed an irregular podocalyxin staining pattern as described previously^24^. A central lumen was observed in 23.8% of control cysts and 19.9% of HIF2α-KO MDCK cysts (Fig. 1b,c). Although apical lumen morphogenesis was affected, apical brush border and podocalyxin staining appeared polarized (Fig. 1b and Fig. S2a). However, E-cadherin-stained AJs appeared wider in HIF2αKO cysts (Fig. S2b). Tight junction (TJ) marker ZO-1 localized mostly at the subapical domains of HIF2αKO cyst lumens but in addition we noticed punctate ZO-1-positive vesicles that were more numerous when compared with control cells (Fig. S2b). This data suggests that, unlike HIF1α, HIF2α only plays a minor role, if any, in the hypoxia-induced loss of MDCK cyst polarity. However, HIF2α is needed for efficient cystogenesis of MDCK cells in normoxia and it seems to regulate formation of cell–cell junctions.

**Figure 1:**
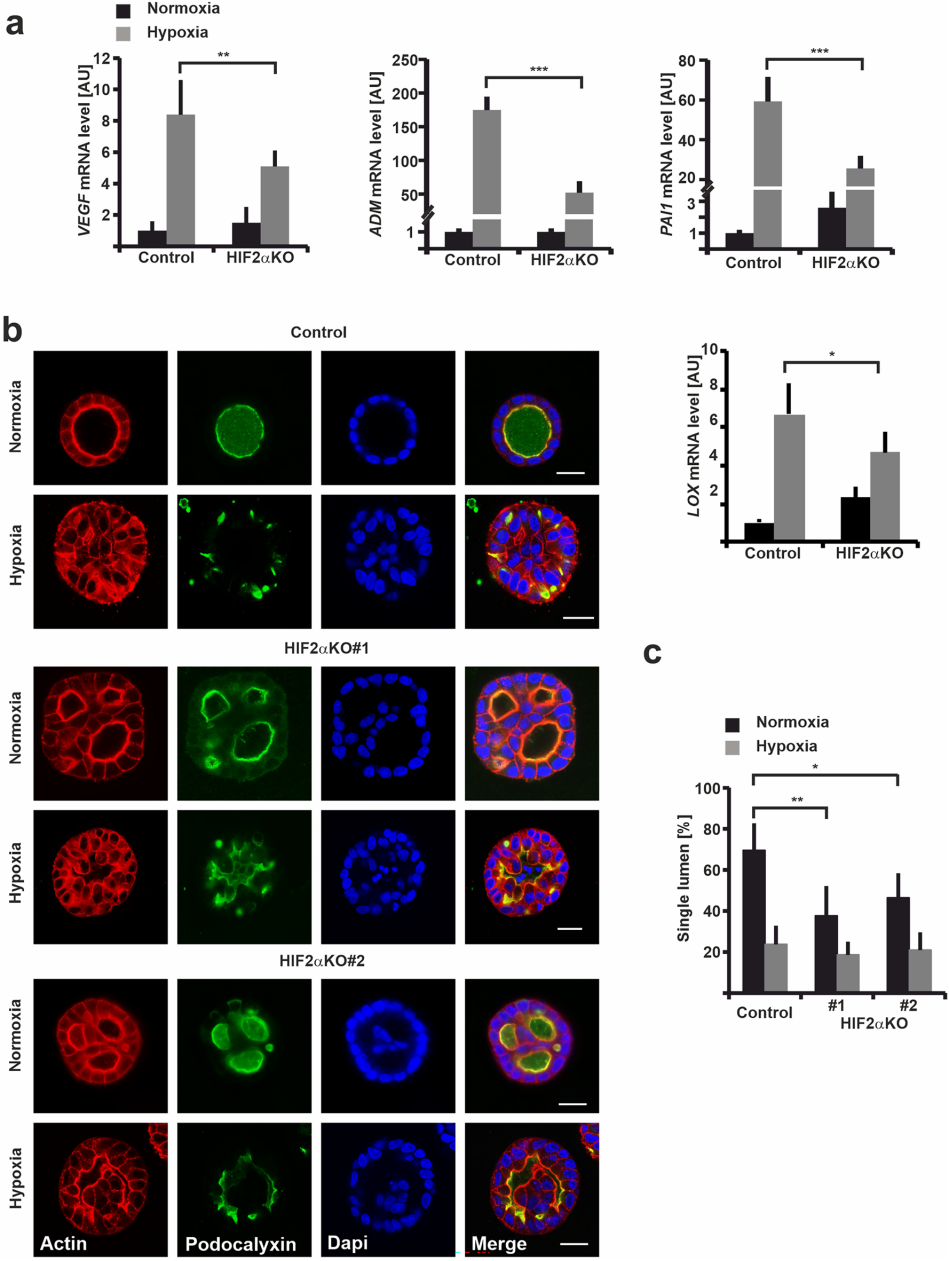
Knockout of HIF2A disrupts morphogenesis of MDCK cysts in normoxic conditions. (**a**) RT-qPCR analysis of the mRNA expression level of selected HIF target genes in 2D cultures of control and HIF2α-KO cell lines (#1 and #2 combined) under normoxic (N) and hypoxic (H, 48 h 1% O2) conditions. Data are presented as mean ± SD, n ≥ 3. **P < 0.001; *** P < 0.0001 (two-way ANOVA). (**b**) Control and HIF2α-KO MDCK cysts were grown in 3D under normoxia or hypoxia (48 h 1% O2) conditions. At day 6 the cysts were fixed and stained for an apical membrane protein podocalyxin (green), actin cytoskeleton (red) and nuclei (DAPI, blue). A single confocal slice from the middle of the cysts is shown. Scale bars: 20 µm. (**c**) Quantitation of the cyst phenotypes in control and HIF2α-KO MDCK cell lines grown as in (**b**). The percentage of cysts with single lumen was calculated and averaged from 4 to 8 independent experiments. A minimum of 160 cysts per sample was scored in each experiment. Data are presented as mean ± SD, n ≥ 4. *P < 0.05; **P < 0.001 (Fischer’s exact test).

### Depletion of HIF2α in MDCK cells leads to changes in the expression levels of adherens junction proteins

HIF-pathway has been implicated in hypoxia-induced EMT, thus the term “hypoxia-induced EMT” has been proposed^19^. EMT is a major contributor to the development of renal fibrosis and is characterized by the disassembly of cell–cell contacts such as E-cadherin-based AJs^30,31^. The main transcription factors which regulate EMT are the Snail family zinc finger 1 and 2 (*SNAI1* and *SNAI2*) and the zinc finger E-box-binding homeobox 1 and 2 (*ZEB1* and *ZEB2*)^30^. It has been suggested that HIF2α can promote expression of EMT-associated transcription factors in Ras-transformed lung tumors^32^. HIF2α-mediated upregulation of Snail1 was also reported in melanoma cells^33^. EMT is typically determined by two markers, downregulation of E-cadherin and upregulation of vimentin, this regulation may occur at transcriptional and/or post-translational level^30^. To study if EMT-pathway contributes to the cystogenesis failure in HIF2α-KO MDCK cells in normoxia, we examined the expression of the main EMT transcription factors in control and HIF2α-KO cells. A RT-qPCR analysis of the most important EMT transcription factor genes revealed that knockout of HIF2α modestly reduced the mRNA levels of *SNAI1* but did not have significant effect on the levels of *SNAI2*, *ZEB1* or *ZEB2* (Fig. 2a). E-cadherin was significantly downregulated at both mRNA (*CDH1*, Fig. 2a) and protein levels (Fig. 2b), while the other central EMT-marker vimentin showed no change at its mRNA levels (*VIM*) in HIF2α-KO cells (Fig. 2a). The protein levels of β-catenin, a key E-cadherin interaction partner that connects AJs to the actin cytoskeleton but also can act as transcriptional regulator^34^, showed a trend for downregulation but this was not statistically significant (Fig. 2b). ZO-1 proteins organize TJs and are involved in E-cadherin-mediated signaling to regulate actin cytoskeleton^35^. No change was observed for ZO-1 protein levels in HIF2α-KO cells (Fig. 2b).

**Figure 2:**
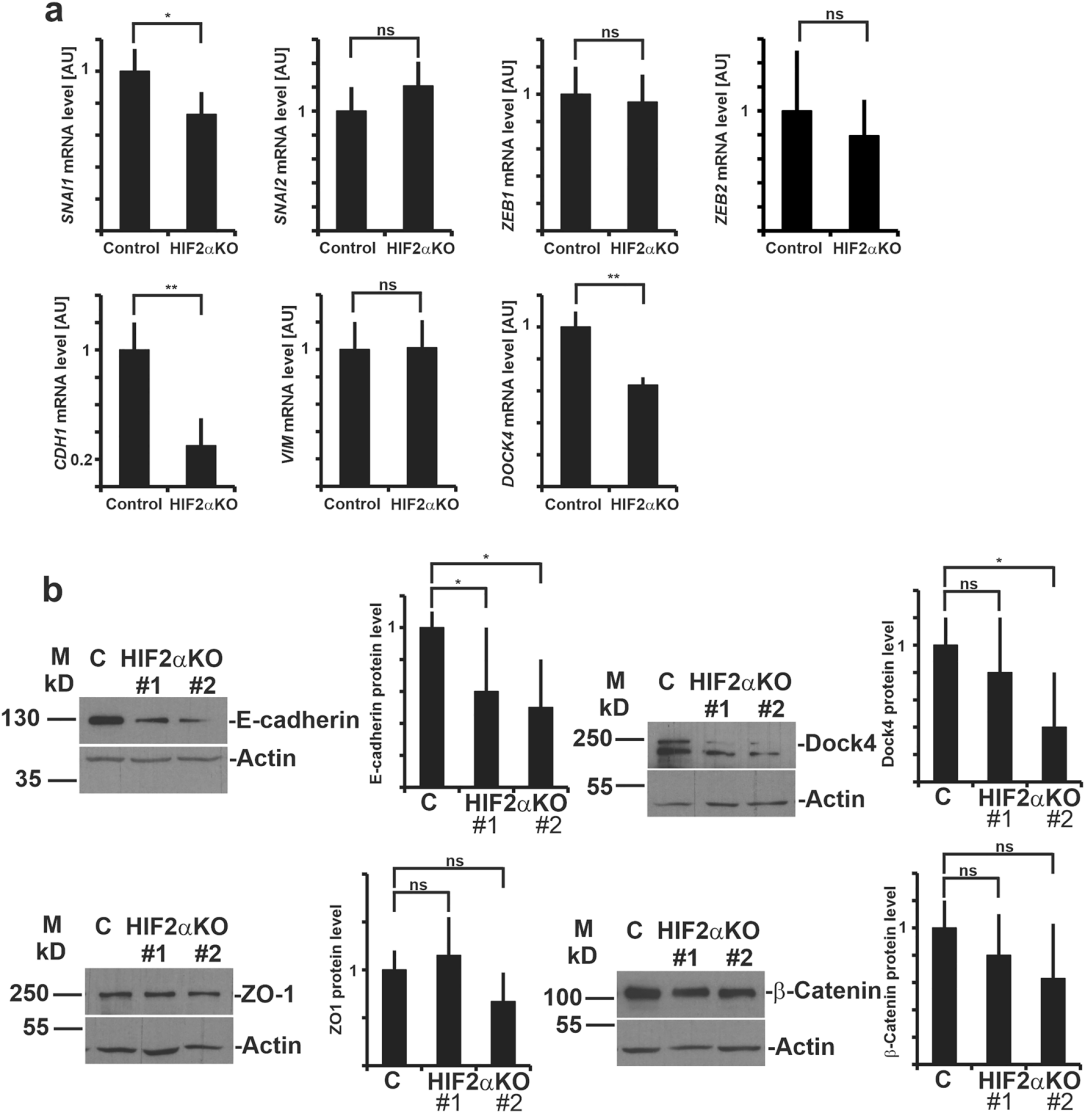
Expression analysis of genes involved in EMT and AJs in HIF2α-KO MDCK cells. (**a**) RT-qPCR analysis of the mRNA expression levels of genes encoding SNAI1, SNAI2, ZEB1, ZEB2, E-cadherin, Vimentin, and Dock4 in control and HIF2α-KO#1 and HIF2α-KO#2 cell lines in normoxic conditions. Relative expression levels are shown mean ± SD, n ≥ 4, expression levels in control cells were normalized to 1, *P < 0.05; **P < 0.001; ns, not significant (unpaired Student’s t-test). (**b**) Western blot analysis of E-cadherin, Dock4, ZO-1 and β-Catenin in control and HIF2α-KO#1 and HIF2α-KO#2 cell lines in normoxic conditions. Actin is shown as a loading control. (**c**) Quantitation of the Western blot data represented in b. Data is shown as mean ± SD (n = 3) of the ratio of protein expression level in HIF2α-KO#1 and HIF2α-KO#2 cell lines relative to control. *P < 0.05; *ns* not significant (unpaired Student’s t-test).

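The microarray experiment used MDCK cells, a canine kidney epithelial line, in 4 conditions: control and HIF2α-KD cells, each in normoxia (16% O_2_) and in hypoxia (1% O_2_). The cells were grown for 24 h in normoxia and then for 24 h at either oxygen level. Each condition was measured on 1 Affymetrix canine array, so there are no replicates, and a difference between a pair of arrays has no error and no p-value. The sample labels call the cells without the knockdown wild type, and they were taken here as the control cells, which carry an empty shRNA cassette. The sample labels do not name the knockdown line, which the paper gives as HIF2α-KD#1 for the normoxic experiment.

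The target gene *EPAS1*, which encodes HIF2α, was read first as a check of the labels. In normoxia its intensity was 44.6 on the control array and 47.9 on the array labelled HIF2α-KD. In hypoxia it was 116 on the control array and 32.6 on the HIF2α-KD array. *EPAS1* is thus lower under the knockdown label in hypoxia and not in normoxia. The paper's RT-qPCR gives a decrease of this mRNA in HIF2α-KD#1 cells (Table S1, Fig. S1a), which does not settle what RNA the normoxic array measured. That array is therefore named by its label, and each direction in normoxia is drawn from it.

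The deposited values are linear intensities, 1 for each of 42924 probe sets on each array. The authors' software, background correction and scaling are not given in the sources used here. The median intensity was 28.2 on the control array and 28.4 on the array labelled HIF2α-KD in normoxia, and 29.1 on the control array and 28.9 on the HIF2α-KD array in hypoxia. The background was read from 63 reporter probe sets, which are controls and represent no canine gene. Their medians were between 5.48 and 7.24 on the 4 arrays, and their 95th percentiles were between 20.6 and 27.2.

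Differences between arrays were taken on the scale of log2(intensity + 16), which understates the change of dim genes. Each gene was represented by its brightest probe set that carries 1 gene symbol. Genes were kept where the highest of the 4 intensities reached the median of the table, which left 9749 of 15115 genes. A gene was counted as different at 2-fold or more. For gene lists, the median difference was placed among 10000 random lists of the same size and similar intensity, and this percentile describes these arrays and not the cell lines in general. The lists, the size of difference counted and the rule for the genes named were fixed before the data were examined.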

To screen for potential signaling pathways involved in the HIF2α-dependent regulation of the morphogenetic changes in HIF2α-depleted MDCK cells, a microarray-based gene expression analysis in control and HIF2α-KD#1 MDCK cells grown under normoxic conditions was performed (Gene Expression Omnibus accession number GSE121325). However, the analysis did not reveal clear gene sets significantly associated with known signaling pathways. 

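In normoxia, 60 genes were at least 2-fold higher and 53 at least 2-fold lower on the array labelled HIF2α-KD than on the control array, together 1.16% of the genes kept. *CCL2*, which encodes a chemokine that attracts monocytes, was higher by 3.00 on the log2 scale, and its intensity was 7958 against 982 on the control array. The collagenase gene *MMP13* was higher by 2.98, the apoptosis inhibitor *BIRC3* by 2.44, the gelatinase *MMP9* by 2.43 and the neutrophil chemokine *CXCL8* by 1.99. *PRSS23*, *ACKR3*, *INHBA*, *ANKRD1* and *FILIP1L* completed the 10 largest differences in this direction, from 2.34 to 1.81. In the other direction, *FGF21*, a metabolic hormone gene, differed by -2.46, *IDO2*, a gene of tryptophan breakdown, by -1.98 and the lipoprotein receptor *VLDLR* by -1.92. They were followed by *EFEMP1*, *KLF3*, *CHAC1*, *RNF141*, *NFIL3*, *OR8S7* and *FGFBP1*, from -1.91 to -1.60.

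Of 21 gene lists for pathways and cell types, 4 had a median above the central 95% of matched random lists and 3 a median below it, where chance puts 1.05 lists outside in theory. Of 60 simulated lists of 25 genes without a shift, 5 lay outside. The genes of epithelial to mesenchymal transition lay highest. Of 12 measured, 11 were above 0 and 4 at least 2-fold higher, and the list median was 0.69 (percentile 100), against 0.31 (percentile 100) over all 24 genes without the filter. Besides *MMP9*, these 4 were the transcription factor genes *ZEB1* (1.77) and *SNAI2* (1.15) and the smooth muscle actin gene *ACTA2* (1.69). Another kept probe set of *MMP9*, at 30.4 and 38.2, differed by 0.225. *ZEB1* was dim, at an intensity of 11.9 on the control array, below the 95th percentile of the reporter probe sets there, and 79.4 on the array labelled HIF2α-KD, so the size of its difference is uncertain. The same holds for *ACKR3* on the control array and for *CHAC1* and *OR8S7* on the array labelled HIF2α-KD. *VIM*, which encodes vimentin, was bright, at 17049 and 17961, a log2 difference of 0.08. The highest intensities of any probe set on these arrays were 18723 and 19831. Whether a difference would show so near the top of the range was not tested. Of 24 genes of integrins and basement membrane, 3 were at least 2-fold higher and none was 2-fold lower, with a median of 0.27 (percentile 100). They were the laminin gene *LAMA3* (1.53) and the collagen IV genes *COL4A1* (1.45) and *COL4A2* (1.23). A list of 15 targets with a reported preference for HIF2 had a median of 0.20 (percentile 99.8), and the cyclin gene *CCND1* (1.10) was its only member at least 2-fold higher. The 11 markers of collecting duct and distal tubule had a median of 0.18 (percentile 98.4), but lay inside the central 95% under 5 of 8 alternatives, at percentiles of 79.3 to 97.1.

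The genes of sterol biosynthesis lay lowest. Of 16 measured, 14 were below 0, and the list median was -0.64 (percentile 0.0). *INSIG1*, a sensor of sterol levels, differed by -1.54, and *HMGCS1*, an early enzyme of the pathway, by -1.22. The 21 genes of the unfolded protein and amino acid stress responses had a median of -0.38 (percentile 0.0). Of these, 13 were below 0, with *VLDLR* and the glutathione-degrading enzyme *CHAC1* (-1.70) at least 2-fold lower, and the other 8, all of chaperones and folding enzymes of the endoplasmic reticulum, were above 0 (6 of 21 with the mean of a gene's probe sets). The 27 cell cycle genes had a median of -0.17 (percentile 0.95), and none differed 2-fold.

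Over all 4 arrays, limma with oxygen and cell line as additive terms called 0 genes for the knockdown, and the smallest adjusted p was 0.0594. At an unadjusted p under 0.05 it gave 206 genes higher and 733 lower, 333 and 566 with quantile normalization and 264 and 568 with cyclic loess. Robust moderation of the variance called 21, quantile normalization 16, median centring 15, and the pseudocounts of 1 and 64 called 10 and 4. The count of 113 genes at 2-fold became 235 with a pseudocount of 1 and 65 with a pseudocount of 64, both chosen after the data were seen.

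**Figure D1:**
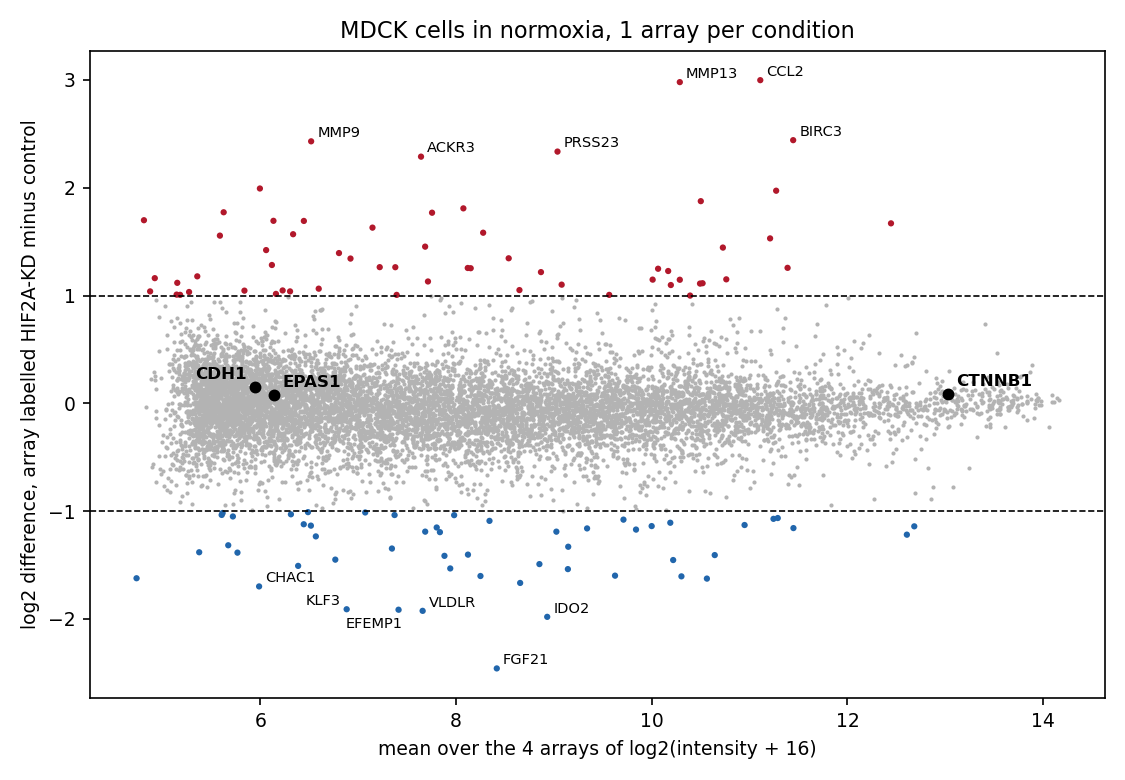
Each point is 1 of 9749 genes. The horizontal axis is the mean over the 4 arrays of log2(intensity + 16), and the vertical axis is the log2 difference of the array labelled HIF2α-KD from the control array in normoxia. Dashed lines mark a 2-fold difference, with 60 genes at or above the upper line in red and 53 at or below the lower line in blue. *EPAS1*, *CDH1* and *CTNNB1*, in black, lie near 0.

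**Figure D2:**
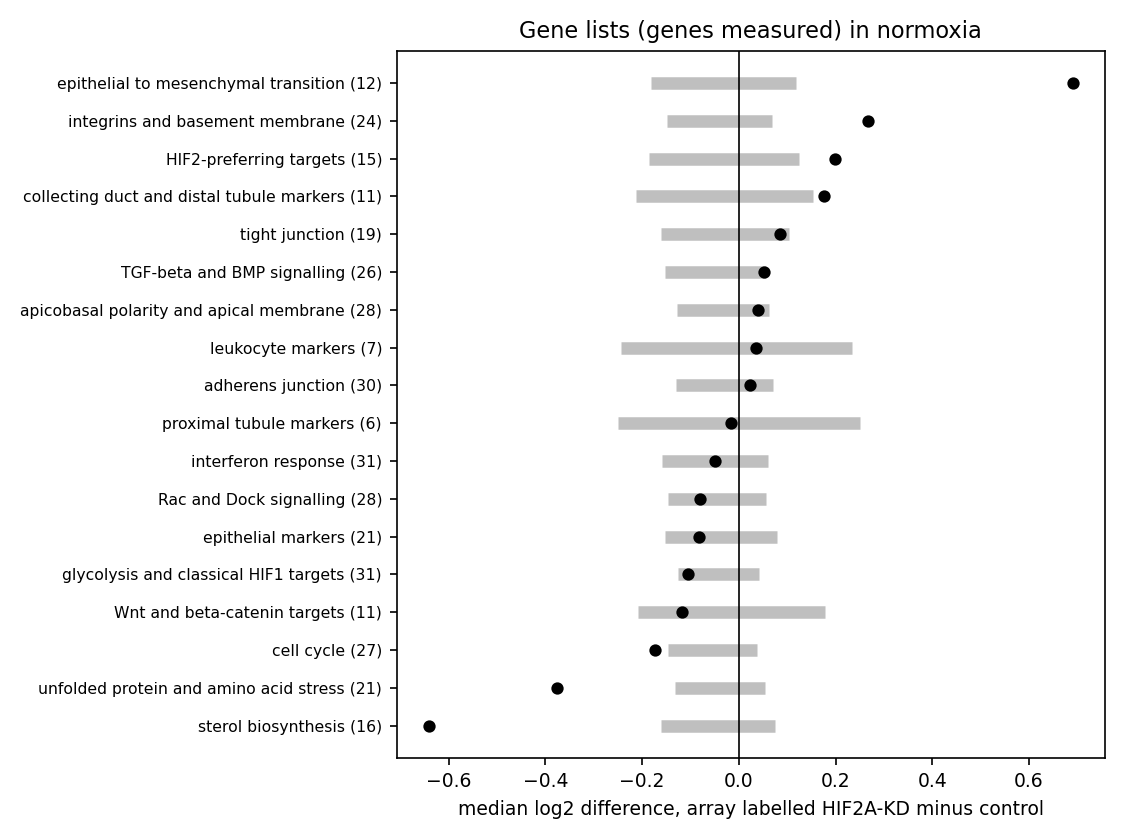
Median log2 difference in normoxia of each list with at least 5 genes measured, the number of genes in brackets. Points are the lists and grey bars show the central 95% of 10000 matched random lists. The list of epithelial to mesenchymal transition lies farthest to the right, at 0.69, and that of sterol biosynthesis farthest to the left, at -0.64.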

Since E-cadherin and β-catenin play crucial role in organization of adherent junctions^35^ and E-cadherin expression levels were significantly changed at both transcriptional and post-translational level, we then focused our attention to genes associated with adherent junctions. 

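*CDH1*, which encodes E-cadherin, was dim in normoxia, at an intensity of 15.4 on the control array and 18.9 on the array labelled HIF2α-KD. Both values lie below the 95th percentile of the reporter probe sets on the same arrays, so the arrays give no direction for *CDH1* in normoxia. *CTNNB1*, which encodes β-catenin, was bright, at 8014 and 8502, a log2 difference of 0.09. Its partner α-catenin, encoded by *CTNNA1*, differed by 0.09. *CDH2*, which encodes N-cadherin, differed by 0.75 at its brightest probe set. Its other kept probe set was dim, at 31.6 and 30.7, and differed by -0.025.

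Of 30 measured genes of adherens junctions, none reached a 2-fold difference in either direction on the array labelled HIF2α-KD, and 17 were above 0. The largest differences after *CDH2* were in the actin-linked junction genes *VCL* (0.58), *LIMA1* (0.51) and *LMO7* (0.47). The list median was 0.02, at the 86.5th percentile of matched random lists, and it was -0.072 with the filter raised to the 75th percentile of intensity. *TJP1*, which encodes the tight junction protein ZO-1, differed by -0.09. Of 19 tight junction genes none reached a 2-fold difference, and the largest were *CGN* and *MARVELD2*, both at -0.97. Of 28 genes of apicobasal polarity and the apical membrane, 2 were at least 2-fold higher, the exocyst gene *EXOC5* (1.25) and the apical peptidase *DPP4* (1.01).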

Joint analysis of microarray data and gene expression profiling interactive analysis (GEPIA) identified Dock4, a GEF for Rac1 and Rap1, as a potential HIF2α-regulated candidate gene as it was found to be co-expressed with the HIF2α gene *EPAS1/HIF2A* (hereafter referred to as *HIF2A*) (http://gepia.cancer-pku.cn/detail.php?gene=EPAS1###). 

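*DOCK4* was represented by a single probe set, and its intensity in normoxia was 3.77 on the control array and 1.26 on the array labelled HIF2α-KD. In hypoxia the intensities were 8.92 on the control array and 3.88 on the HIF2α-KD array. The reporter probe sets had medians of 6.43 and 6.38 on the normoxic arrays, so *DOCK4* lay at background there. It did not pass the intensity filter, and no difference is given for it. *RAC1*, the GTPase that Dock4 activates, was bright, at 9725 on the control array and 9249 on the array labelled HIF2α-KD, a log2 difference of -0.07. Its effector *PAK1* differed by 0.04, and *RAP1A* and *RAP1B*, for the other GTPase named for Dock4, by -0.14 and 0.23.

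Of 28 measured genes of Rac and Dock signalling, none reached a 2-fold difference in normoxia, and the list median was -0.08, at the 22.9th percentile of matched random lists. The largest differences were in *ELMO2* (0.58), a partner of Dock proteins, *RHOC* (0.55), the exchange factor gene *DOCK11* (-0.53) and *VAV3* (-0.52). From the joint analysis of the arrays with GEPIA, a database of expression in human tumors and normal tissues, the paper proposes *DOCK4* as a gene regulated by HIF2α, because the expression of *DOCK4* follows that of *HIF2A* there.

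**Figure D3:**
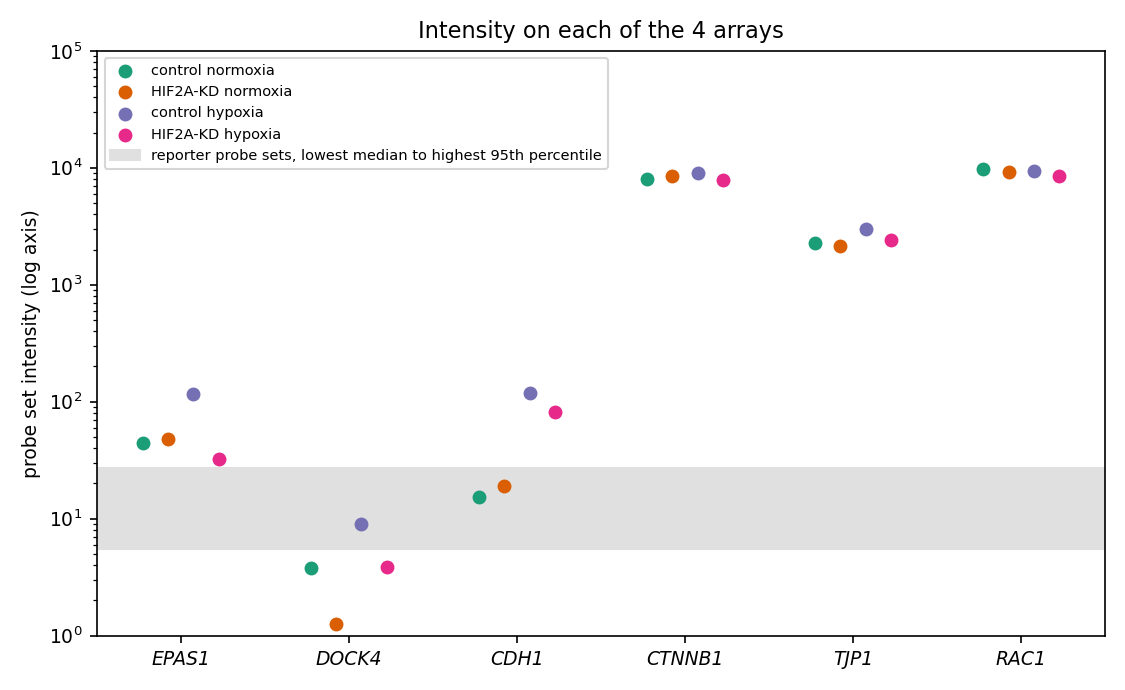
Intensity of the probe set of each gene on each of the 4 arrays, on a log axis, with 1 point per array and no error bars since there are no replicates. The grey band runs from the lowest median to the highest 95th percentile of the reporter probe sets, 5.48 to 27.2. *DOCK4* and, in normoxia, *CDH1* lie in or below the band, whereas *CTNNB1*, *TJP1* and *RAC1* lie far above it.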

The correlation coefficient between *HIF2A* and *DOCK4* expression in different types of cancers according to GEPIA was up to 0.7 (p = 0; Fig. S3), which demonstrates a significant correlation. Transcriptomic investigations of the clinical database of various human tissues also showed high correlation between *HIF2A* and *DOCK4* expression in many tissues (Fig. S3).

HIF signaling plays a critical role in kidney functions and MDCK is a kidney-derived cell line that represents an epithelial cell lineage with properties resembling mostly the collecting duct epithelium but having also some features of distal tubular cells^36,37^. To investigate *HIF2A* and *DOCK4* co-expression in the kidney in more detail, we analyzed single cell sequencing data from mouse and human kidneys focusing on cell types displaying AJs. We found that *HIF2A* and *DOCK4* are co-expressed in collecting duct and proximal tubular epithelial cells as well as in kidney endothelial cells (Fig. S4). Interestingly, RT-qPCR analysis revealed significant downregulation of *DOCK4* both at mRNA (Fig. 2a) and protein (Fig. 2b) levels in HIF2α-KO cells suggesting that these two genes are not only co-expressed but *DOCK4* expression levels are also regulated by HIF2α. Thus, our analysis revealed robust downregulation of both E-cadherin (*CDH1*) and Dock4 (*DOCK4*) in normoxic HIF2α-KO cells.

### The depletion of Dock4 expression leads to aberrant cyst morphogenesis and decreased levels of adherens junction proteins in normoxia

To investigate the functional role of Dock4 GTPase in MDCK cyst morphogenesis, we designed two guide RNA (gRNA) constructs targeting the sixth exon of canine Dock4 (Table S2) and generated two independent Dock4-KO clones (Table S3) as described previously^29^. Successful editing of both alleles leading to premature stop codon was confirmed by sequencing in each of the clones (Table S3). Depletion of Dock4 expression levels was confirmed by Western blotting (Fig. 3a). MDCK cells transfected with vector containing an empty gRNA-cassette were used as a control in all subsequent experiments.

**Figure 3:**
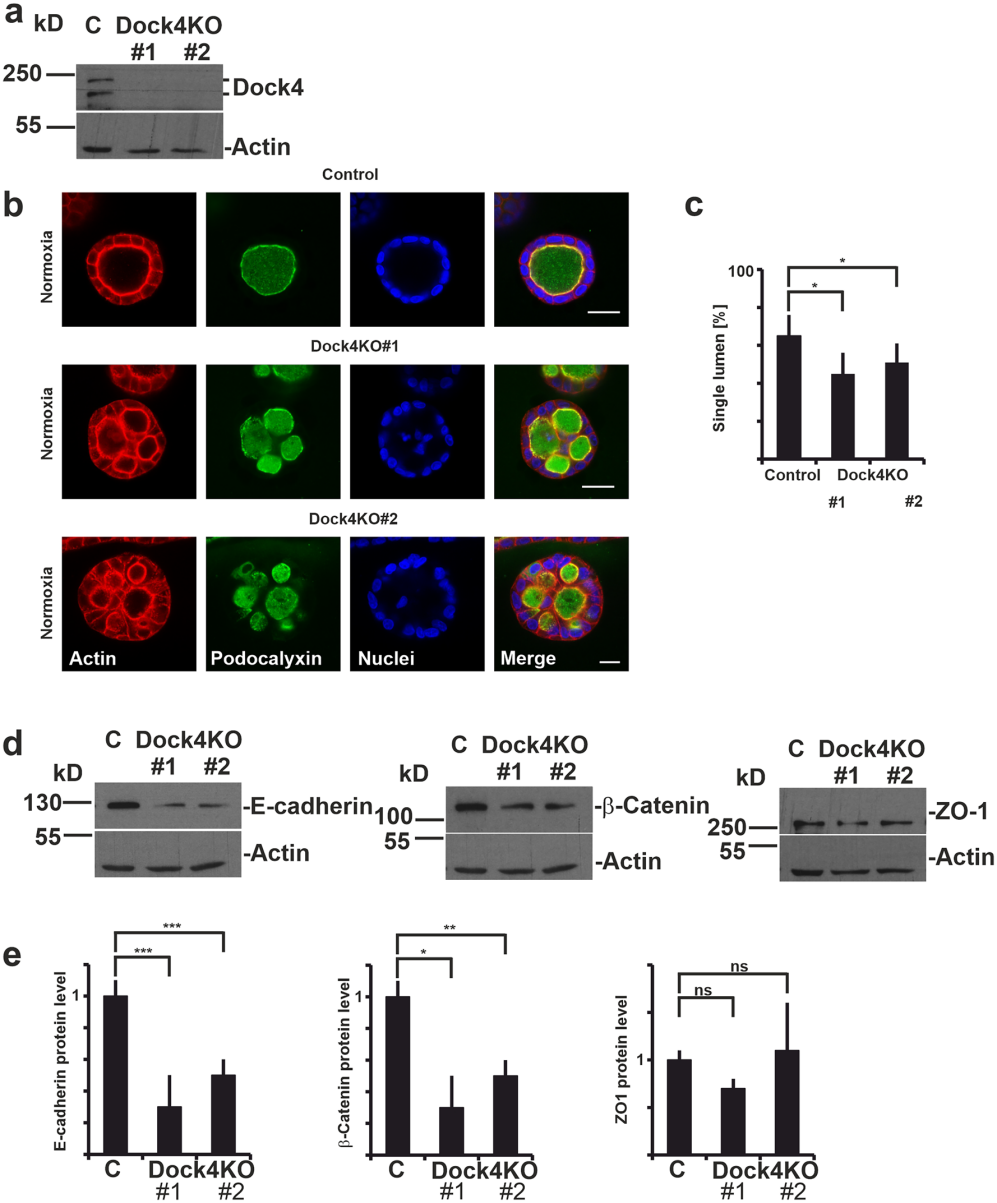
Knockout of Dock4 disrupts morphogenesis of MDCK cysts in normoxic conditions. (**a**) Western blot analysis of Dock4 in control and the Dock4-KO#1 and Dock4-KO#2 MDCK cell lines in normoxic conditions. Actin is shown as a loading control. (**b**) Control and Dock4-KO MDCK cysts were grown in 3D under normoxic conditions. At day 6 the cysts were fixed and stained for an apical membrane protein podocalyxin (green), actin cytoskeleton (red) and nuclei (DAPI, blue). A single confocal slice from the middle of the cysts is shown. Scale bars: 20 µm. (**c**) Quantitation of the cyst phenotypes in control and Dock4-KO #1 and #2 MDCK cell lines grown as in (**b**). The percentage of cysts with single lumen were calculated and averaged from 4 to 8 independent experiments. A minimum of 160 cysts per sample was scored in each experiment. Data are presented as mean ± SD, n ≥ 4. *P < 0.05 (Fischer’s exact test). (**d**) Western blot analysis of E-cadherin, β-Catenin and ZO-1 in control, Dock4-KO#1 and Dock4-KO#2 MDCK cell lines in normoxic conditions. Actin is shown as a loading control. (**e**) Quantitation of the Western blot data in d for E-cadherin, β-Catenin and ZO-1 protein levels. Data are presented as mean ± SD (n = 3) of the ratio of protein expression level in the Dock4-KO#1 and Dock4-KO#2 MDCK cell lines relative to control. *P < 0.05; **P < 0.001; ***P < 0.0001; *ns* not significant (unpaired Student’s t-test).

Control and Dock4-KO cells were seeded into 3D BME gels and grown in normoxic conditions as described above for HIF2α-KO cells. The majority of control cells (64.5%) formed hollow cysts with a single central lumen, while significant reduction of single lumen cysts was observed for Dock4-KO cells (47.7%) (Fig. 3b,c). The major phenotype of the Dock4-KO cysts was formation of multiple lumens (Fig. 3b,c). Thus, depletion of Dock4 led to similar morphological defects in MDCK cyst formation as was observed for HIF2α-KO cells. Moreover, similar to HIF2α-KO cells, examination of junctional proteins in Dock4-KO cells showed downregulation of E-cadherin and β-catenin but no effects on ZO-1-protein levels (Fig. 3d,e). Interestingly, Dock4 mutations have been suggested to cause disruption of AJs to promote tumorigenesis of epithelial cancers^38^. It is thus possible that depletion of Dock4 perturbs cystogenesis by interfering with AJ maturation.

### Dock4 and HIF2A knockout in MDCK cells reduce EGF-induced activation of Rac1/Pak1-signaling

Previous studies on Dock4 have demonstrated its ability to activate Rac1 to regulate AJ stability^39,40^. Importantly, Dock4-mediated Rac1 activation was found necessary for stabilizing AJs and for proper apical lumen formation in endothelial vessels^41^. Next, we studied whether Dock4 acts as a Rac1 GEF downstream of HIF2α activation. To assess Rac1 activation serum-starved control and Dock4-KO MDCK cells were stimulated with EGF followed by a measurement of Rac1 activity. Dock4-KO cells showed significant inhibition of EGF-induced activation of Rac1 (Fig. 4a), while the expression levels of Rac1 protein were not changed (Fig. 4b,c). Next, we determined the activity of Pak1, a well-known downstream effector of Rac1 signaling pathway^42^. In line with Rac1 activity, Pak1 phosphorylation, but not Pak1 total levels, was strongly reduced in EGF-induced Dock4-KO cells when compared with controls (Fig. 4d,e). To confirm the involvement of HIF2α in this pathway we performed a similar analysis using the HIF2α-KO MDCK cells. As shown in Fig. 4f, HIF2α-KO cells showed significantly inhibited Rac1 activation upon EGF-treatment (Fig. 4f–h) as well as reduction of Pak1 phosphorylation (Fig. 4i,j). ZINC69391 is a pharmacological inhibitor of Rac1 which binds to the Dock GEF binding site of Rac1 and therefore functions as a specific inhibitor of Dock/Rac1 signaling^43^. Treatment of control MDCK cells with ZINC69391 inhibited EGF-induced Rac1 activity (Fig. S5a–c) leading to decreased Pak1 phosphorylation (Fig. S5d,e). Taken together, these data suggest that HIF2α-mediated upregulation of Dock4 leads to activation of the Rac1/Pak1 signaling cascade.

**Figure 4:**
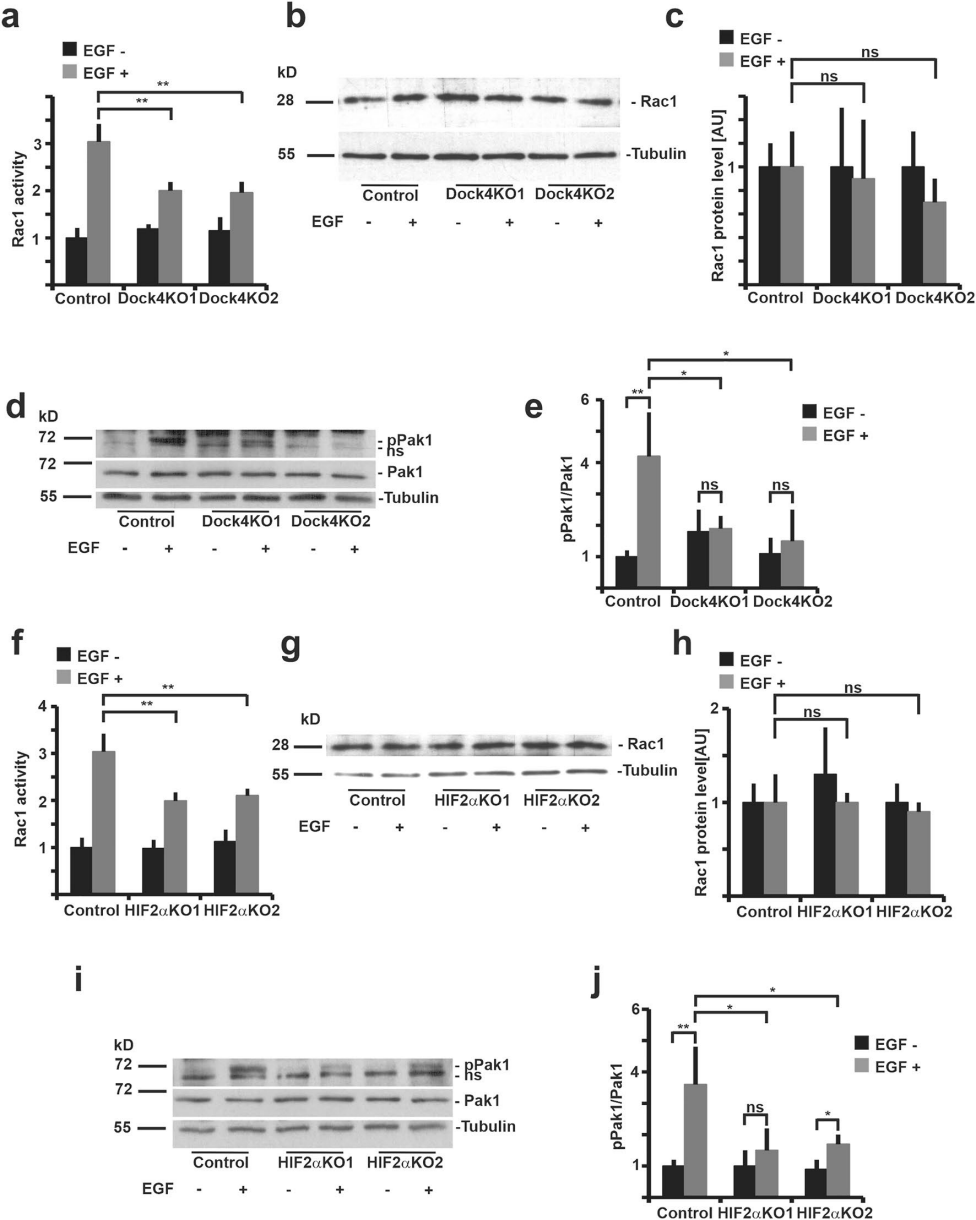
Knockout of Dock4 decreases EGF-induced Rac1/Pak1 activation. (**a**–**c**) Control, Dock4-KO#1 and Dock4-KO#2 MDCK cells were serum starved for 24 h and stimulated with EGF (100 ng/ml) for 10 min. Cells were lysed, and Rac1 activity was detected by G-LISA Rac1 activation assay. (**b**) Rac1 protein levels were measured by Western blotting. Tubulin is shown as a loading control. (**c**) Quantitation of Western blot data of (B) Rac1 protein level. Data are presented as mean ± SD (n = 3) of the ratio of protein expression level in the Dock4-KO#1 and Dock4-KO#2 MDCK cell lines relative to control. **P < 0.001; *ns* not significant (two-way ANOVA). (**d**) Western blot analysis for p-Pak1 and total-Pak1 following EGF stimulation is shown in control, Dock4-KO#1 and Dock4-KO#2 MDCK cells. A representative blot of three independent experiments is shown. (**e**) Quantitation of the data are shown as the ratio of arbitrary absorption units of p-Pak1 and Pak1 (mean ± SD). *P < 0.05; **P < 0.001; *ns* not significant (two-way ANOVA). (**f**) Control, HIF2α-KO#1 and HIF2α-KO#2 MDCK cells were serum-starved for 24 h and stimulated with EGF (100 ng/ml) for 10 min. Cells were lysed, and Rac1 activity was detected by G-LISA Rac1 activation assay. (**g**) Rac1 protein levels were measured by Western blotting. Tubulin is shown as a loading control. (**h**) Quantitation of Western blot data of Rac1 protein levels as shown in g. Data are presented as mean ± SD (n = 3) of the ratio of protein expression level in the HIF2α-KO#1 and HIF2α-KO#2 MDCK cell lines relative to control. **P < 0.001; *ns* not significant (two-way ANOVA). (**i**) Western blot analysis for p-Pak1 and total-Pak1 following EGF stimulation is shown in HIF2α-KO#1 and HIF2α-KO#2 MDCK cells and control cells. A representative blot of three independent experiments is shown. (**j**) Quantitation of the p-Pak1 and total Pak1 levels are shown as the ratio of arbitrary absorption units of p-Pak1 and Pak1 (mean ± SD). *P < 0.05; **P < 0.001; *ns* not significant (two-way ANOVA).

### Loss of HIF2a or Dock4 expression affects maturation of adherens junctions in nascent cell–cell contacts

Homophilic cadherin-cadherin interactions at AJs connect the plasma membranes of neighboring cells^44^. The cytoplasmic tails of cadherins interact with catenins, which link to the actin cytoskeleton. AJs are highly dynamic structures which, despite mediating relatively stable cell–cell interactions, are under constant remodeling. Loosening or loss of cell–cell contacts leads to disorganization of epithelial tissue architecture^45^. Junctional maturation is a stepwise process. Upon cell–cell contact primordial AJ complexes are formed before the appearance of the TJs and maturation of adjacent subapical AJs below^46–48^. To study the formation and morphology of AJs in more detail we set up an assay to examine the localization pattern of E-cadherin and ZO-1 in newly established cell–cell contacts (Fig. 5). We hypothesized that such early adhesions will readily reveal subtle defects that might not be obvious in more matured AJs^49^. Upon contact, ZO-1 and E-cadherin accumulated at the lateral contact site and compacted into relatively thin stripe (Fig. 5a), presumably driven by lateral actomyosin contractions that are required for TJ and AJ maturation^50,51^. In HIF2α-KO cells the lateral contact membrane appeared tilted and more loosely organized. E-cadherin failed to accumulate into compacted stripe adjacent to ZO-1 staining. To quantify the morphological changes, we performed a distribution analysis of E-cadherin relative to ZO-1 localization (Fig. 5c,d). To address the hypothesis that Dock4 is a critical downstream effector of HIF2α in normoxic MDCK cells, we performed the same analysis of nascent cell–cell junction analysis in Dock4-KO cells and in control cells treated with Dock/Rac1-specific inhibitor (ZINC69391). Similar to HIF2α, both Dock4-KO and ZINC69391-treated cells failed to efficiently compact E-cadherin with ZO-1 (Fig. 5c,d). Our data suggests that HIF2α regulates AJ formation by inducing expression of Dock4 that activates Rac1/Pak1 signaling necessary for efficient AJ maturation and subsequently coordinated formation of apical lumen during MDCK cystogenesis.

**Figure 5:**
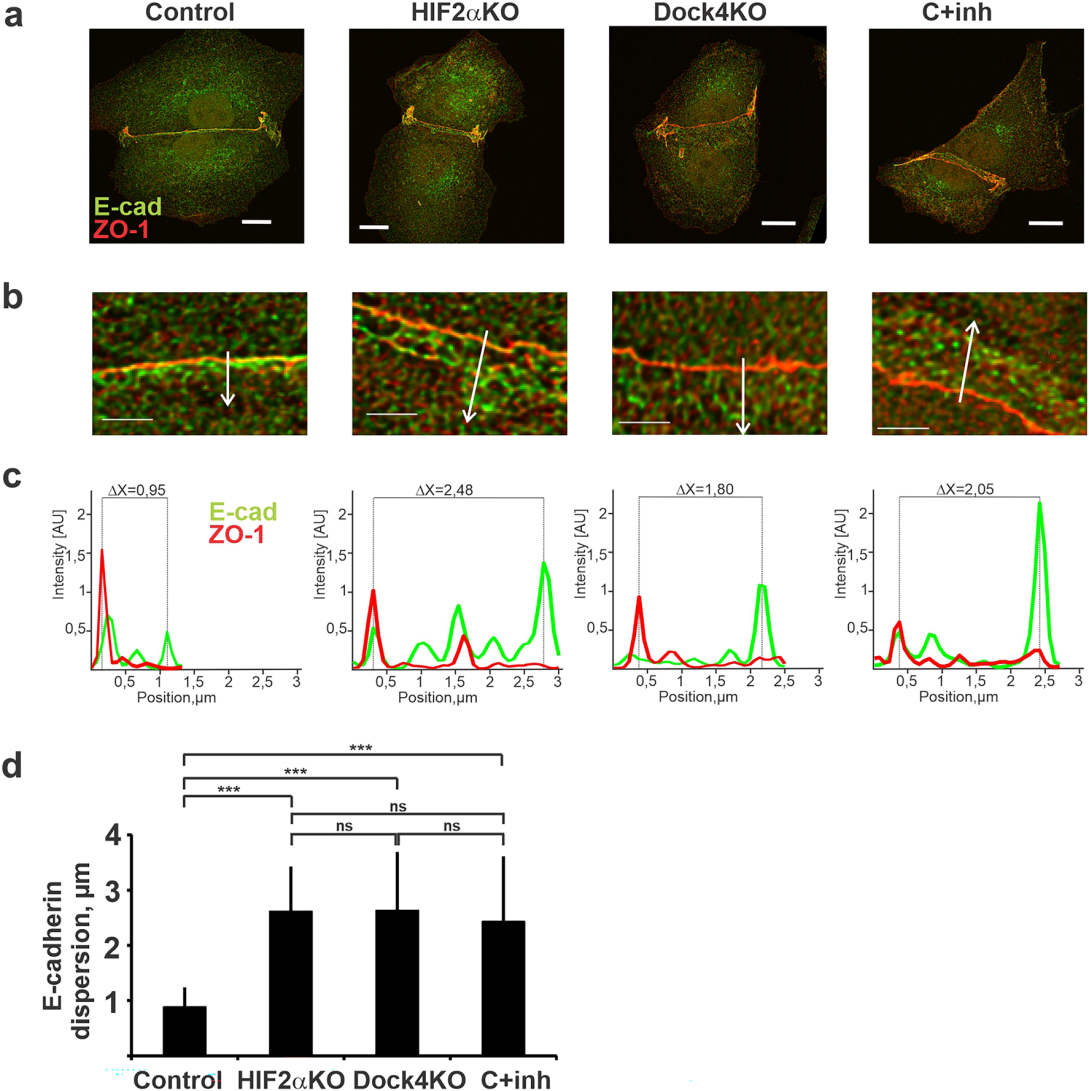
Depletion of HIF2α and Dock4 expression affects formation of nascent cell–cell adhesion contacts. Control, HIF2αKO and DOCK4KO cells were seeded sparsely onto coverslips and grown for 48 h. Rac1/Dock-inhibitor (ZINC69391) was added after the first 24 h when indicated. After a total of 48 h cells were fixed and stained for E-cadherin (green) and ZO-1 (red). Maximum intensity projections of confocal z-stack images are shown (**a**,**b**). Scale bars: 10 µm in a and 2 µm in (**b**). The arrows in b indicate the locations of for intensity histograms shown in (**c**). (**c**) The representative intensity histogram analysis of E-cadherin (green) with ZO-1 (red) from (**b**). (**d**) Quantification of the distribution of intensity peaks of E-cadherin in control, HIF2αKO, DOCK4KO and ZINC69391-treated control cells. Combined data from more than 20 images per sample is shown. Five measurements were made from each maximum intensity profile. Relative width of E-cadherin distribution is shown relative to that of untreated control (normalized to 1). Data is presented as mean ± SD, *, P < 0.05, **, P < 0.001, ***, P < 0.0001 (two-way ANOVA).

## Discussion

In the present work, we identify a novel pathway in kidney epithelial cells where HIF2α functions in normoxic conditions to induce expression of Dock4 that in turn activates Rac1/Pak1 signaling necessary for robust assembly of AJs. Perturbation of this pathway causes formation of multiple lumens in the MDCK cystogenesis assay. Interestingly, HIF2α has been previously reported to regulate AJ formation in endothelial cells in normoxia, although the proposed mechanism was different and involved HIF2α-mediated transcription of vascular endothelial cadherin^52^.

Our data extends the accumulating evidence that HIF2α signaling is significantly different from HIF1α signaling and it operates also in normoxic conditions. While both HIF1α and HIF2α are stabilized in hypoxic conditions and form a dimer with HIFβ to bind to HRE-sites within selected promoters to induce transcription of hypoxia and inflammatory stress response genes they have also non-overlapping target genes^6–9,53^. A partial explanation might be their different stability dynamics. HIF1α is undetectable in normoxia but it rapidly accumulates in hypoxia and its levels swiftly fall back following reoxygenation. HIF2α levels are induced more slowly in hypoxia, and it also takes longer for HIF2α levels to be downregulated. In light of the present work, and unlike HIF1α, HIF2α appears to be expressed under modest hypoxia or even normal physiological oxygen levels^6,16,18^.

HIFs have also been reported to function via HRE-independent mechanisms. HIF2α was shown to activate IL-31 via a HIF1β-independent mechanism^54^. Recently, HIF1β-independent HIF2α target genes were also identified in neuroblastoma cells^18^. Moreover, HIF1α was stabilized under normoxic conditions by T-cell receptor stimulation or IL‐6-mediated STAT signaling^55,56^. Curiously, one of the DOCK family members, DOCK8 was reported to function as a negative regulator of HIF2α nuclear translocation in CD4 + T cells^54^. Whether Dock4 activation may similarly function to provide negative feedback signaling for HIF2α remains to be studied. HIF2α itself is a direct target of GATA-3 and STAT6 transcription factors^57,58^.

The HIF2α/Dock4/Rac1/Pak1 signaling cascade identified in this study provides potential links between HIF2α-signaling and tumorigenesis. The main function of Dock proteins is to regulate cell motility, polarity, adhesion and cytoskeletal organization via activation of Rac1 and Cdc42. Dock4 is highly expressed in the brain and it regulates spine formation through Rac activation^59^. Dock4/Rac1-signaling has been implicated in the regulation of β-catenin stability and activation of the Wnt-pathway^60^. Importantly, β-catenin is also a critical component of AJs, that together with α-catenin regulates AJ interactions with the actin cytoskeleton. By using superresolution microscopy, Zaidel-Bar and coworkers reported that E-cadherin forms nanometer scale domains that upon cell–cell contact, accumulate subapically at the lateral membranes in actin-dependent manner to form mature AJs^61^. It is tempting to speculate that HIF2α-Dock4-Rac1-signaling axis stabilizes β-catenin and regulates actin dynamics thereby driving subapical clustering of E-cadherin domains. Dock4 mutations or depletion have been observed in ovarian and prostate cancers and were shown to contribute to tumorigenesis^38^. Dock4-mediated activation of Rap1 GTPase was shown to promote stability of N-cadherin mediated cell–cell junctions in osteosarcoma cells^38^. We report here a similar function for Dock4-mediated activation of Rac1 in kidney epithelial cells. In breast cancer cells Dock4 localizes at the tips of membrane protrusions where it promotes cell migration via activation Rac1^39,40,62^.

HIF2α is commonly thought to be upregulated in tumor cells^15^. However, our analysis of the *HIF2A* expression profile across all tumor samples and paired normal tissues show that *HIF2A* expression levels vary depending on the tumor type (http://gepia.cancer-pku.cn/detail.php?gene=EPAS1###). In lung adenocarcinoma (LUAD) and lung squamous cell carcinoma (LUSC) *HIF2A* expression is 8- to 15-fold higher in normal tissue than in cancer samples. In invasive carcinomas of the breast (BRCA), thyroid carcinoma (THCA), uterine corpus endometrial carcinoma (UCEC) and uterine carcinosarcoma (UCS) *HIF2A* expression is 3- to ninefold more expressed in normal than in cancer samples. These findings are in line with our data where loss of HIF2α in MDCK cells led to disrupted epithelial morphogenesis. However, analysis of kidney renal clear cell carcinoma (KIRC) database samples showed twofold higher *HIF2A* expression in cancer than in normal samples (http://gepia.cancer-pku.cn/detail.php?gene=EPAS1###). Canonical HIF signaling is an important driver of renal cancers and it is thus possible that HIF2α activation is crucial for maintaining the hypoxia response signaling promoting cancer progression in the kidney. In most other tumor types HIF2α might not be essential for growth and loss of HIF2α could directly promote tumorigenesis. Further studies are needed to characterize the context-specific factors that determine the role of HIF2α in tumorigenesis.

We used MDCK cyst formation, a classical model to study cell polarization to address the role of HIF2α in kidney epithelia. Using canine cell model is not without challenges, we could not use established antibodies to detect human HIF2α since these did not cross-react with canine HIF2α. Recently, human kidney organoid cultures have become a feasible alternative model. It will be important to validate our results in such human organoid models in the future.

## Methods

### Cell culture and reagents

MDCK strain II cells (ATCC: CCL-34) were cultured for 2D and 3D culture as described previously^27^. MDCK cells were cultured either in normoxic (16% O_2_, 5% CO_2_, and 79% N_2_) or hypoxic (1% O_2_, 5% CO_2_, and 94% N_2_) conditions in an Invivo2 400 hypoxic workstation (Baker Ruskinn, Sanford, Maine, USA). The cells were regularly tested, every 6 months, to be mycoplasma-free. ZINC69391 (AOB6643, AOBIOUS), a selective inhibitor of Rac1 was reconstituted in dimethyl sulfoxide (DMSO) and used at a concentration of 100 µM.

### Generation of HIF2α-KD cells by retrovirus-mediated RNA interference

HIF2α-KD cell lines were generated by infection of MDCK cells with retroviruses coding for shRNA constructs, and the infected cells were selected with puromycin as previously described^25^. Three targeting sequences were cloned into RVH1-puro vector and their efficiencies to silence HIF2α expression in MDCK cells were determined by RT-qPCR (Table S1).

### Generation of HIF2α-KO and Dock4-KO cells by CRISPR-Cas9-mediated genome editing

A 20-bp guide sequences targeting the fourth exon of canine *HIF2α* (Epas1)) and the sixth exon of canine *Dock4* were designed online using Zhang’s laboratory web resource (www.genome-engineering.org). gRNA-encoding oligonucleotides (Sigma-Aldrich) were cloned into the vector SpCas9(BB)-2A-GFP (PX458, Addgene plasmid ID 48138) using standard procedures as described^29^. The generation of the HIF2α-KO and Dock4-KO cells via CRISPR-Cas9- mediated non-homologous end-joining (NHEJ) DNA repair and the screening were performed according to described guidelines^29^.

In brief, the MDCK cells were transiently transfected with the genome editing CRISPR-Cas9 construct and 48 h post-transfection cells were subjected to single-cell-sorting. The single-cell clones were expanded and screened for frame-shift mutations; shortly, a region spanning the target site was amplified by PCR from genomic DNA isolated from clonal cell lines. PCR products were subsequently cloned into pUC19 (Invitrogen). 15–20 sequences were selected based on FASTA similarity search-tool (EMBL-EBI) (Table S2).

### Immunostaining

For immunostaining 3D MDCK cells in 30 µl blobs of Cultrex® 3D Culture Matrix™ BME (3445-005-01, Trevigen, Gaithesburg, Maryland, USA) were cultured in normoxic or hypoxic conditions for 6 days, 2D MDCK cells were cultured in normoxic conditions for 24 h. The immunostaining procedure was performed as described previously^24^. The following antibodies were used: podocalyxin antibody (3F2/D8 cell line, Developmental Studies Hybridoma Bank, Iowa City, Iowa, USA), E-cadherin antibody (rr1, 1:100, Developmental Studies Hybridoma Bank, Iowa City, Iowa, USA) and ZO-1 antibody (339100, 1:200, Invitrogen, Carlsbad, California, USA), all corresponding secondary antibodies were purchased from Abcam (Cambridge, UK), TRITC-phalloidin (P1951, 1:500, Sigma Alrich, St. Louis, Missouri, USA) and DAPI (D9542, 1:500, Sigma Alrich, St. Louis, Missouri, USA).

### RNA isolation and quantitative real-time PCR

2D MDCK cells were cultured in normoxic conditions for 24 h, followed by 24 h in hypoxia or normoxia. Total RNA was isolated from the 2D and 3D cells using RNeasy Kit (Qiagen, Hilden, Germany), according to the manufacturer’s protocol. The total RNA was reverse transcribed into cDNA using an iScript cDNA synthesis kit (Bio-Rad Laboratories, Hercules, California, USA). Quantitative real-time PCR (RT-qPCR) was performed using iTaq Universal SYBR Green Supermix (Bio-Rad Laboratories, Hercules, California, USA) and a CFX96 Touch real-time PCR detection system. Primer sequences are listed in Table S4. Expression levels were normalized to TATA box binding protein.

### Western Blotting

2D MDCK cells were seeded at a density of 7.5 × 10^5^ cells in 10-cm diameter dishes and cultured in normoxic conditions for 24 h and then transferred to hypoxic conditions for 24 h. Proteins were extracted using RIPA lysis buffer (25 mM Tris pH 7.8, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, 1% Triton X-100) and SDS-PAGE and western blotting were performed as described previously^24^. Full scans of the blots are shown in Supplementary Fig. S6. The primary antibodies used were as follows Dock4 (ab85723, Abcam), ZO-1 (#339100, Thermo Fisher Scientific), E-cadherin (rr1, Developmental Studies Hybridoma Bank), β-Catenin (#610153, BD Biosciences), Rac1 (ABIN2787398, antibodies-online), Pak1 (sc-166174, Santa-Cruz), P-Pak1 (sc-135755, Santa-Cruz), tubulin (T7941, Sigma Aldrich), β-Actin (NB 600-501, Novus biological).

### Microscopy and image acquisition

Confocal images were acquired at RT using an Olympus FluoView-1000 laser-scanning confocal microscope with 100 × UPlanSApo (NA:1.40) oil immersion objective (Olympus, Tokyo, Japan). Sequential z-stack scans were performed using 405 nm, 488 nm and 543 nm laser lines for fluorophore excitation coupled with DAPI (430–470 nm), GFP (505–525 nm) and Cy3 (560LP) emission filters, respectively. For 3D morphology analysis at least 160 cysts per sample were analyzed and scored for presence of single central hollow lumen delineated in most sample sets by strong podocalyxin staining. For some samples lumens were assessed using actin- (TRITC/Alexa488-Phalloidin) or ZO-1-staining. Cysts with no or multiple small lumens were scored as abnormal. For localization pattern analysis image stacks were deconvolved and analyzed using Huygens Professional software (Scientific Volume Imaging, Hilversum, Netherlands). Five measurements of E-cadherin dispersion per each image maximum intensity projection were performed and their average from 20 or more cells was analyzed. Representative images were collected with the FV10-ASW software (Olympus, Tokyo, Japan) and imported into Adobe Photoshop CS (Adobe Systems, San José, California, USA). Western blot bands were quantified using Image J. Images were imported into Photoshop and CorelDraw for creation of figures.

### RAC1 activation assay

To assess Rac1 activation Rac1 G-LISA kit (Cytoskeleton) was used according to the manufacturer’s protocol. Cells were cultured first for 12 h in minimal essential medium (MEM) (Gibco) containing 5% fetal bovine serum (FBS, Thermo Fisher Scientific) after which they were washed with PBS and cultured for an additional 12 h in MEM without FBS. Then cells were washed with PBS and cultured for an additional 4 h in MEM without FBS with or without adding Rac1 inhibitor ZINC69391 to final concentration of 100 µM. Then cells were washed with PBS and incubated for 5 min with EGF (Peprotech) at concentration 100 ng/ml. Protein was isolated using standard G-LISA buffer GL36 (Tris pH 7.5, MgCl_2_, NaCl, IGEPAL and SDS). Obtained lysate was aliquoted and frozen in liquid nitrogen. The Rac1 G-LISA kit (Cytoskeleton) contains a Rac-GTP-binding protein linked to the wells of a 96 well plate. Active, GTP-bound Rac1 in cell/tissue lysates will bind to the wells while inactive GDP-bound Rac1 is removed during washing steps. The bound active Rac1 is detected with a Rac1 specific antibody. The degree of Rac1 activation is determined by comparing readings from activated lysates versus non-activated lysates. Plates were read in a Multilabel Counter 1420 VICTOR3V (Perkin Elmer, Waltham, Massachusetts, USA) at 450 nm.

### Statistical analysis

Data are expressed as means ± SD of at least three independent experiments. Comparative data were analyzed using the unpaired or paired Student’s *t*-test (two groups), two-way ANOVA (three or more groups) or Fischer’s exact test (cyst phenotype quantitation). Statistical significance is indicated with asterisks; * P < 0.05, ** P < 0.01, *** P < 0.001.

### Supplementary Information

Supplementary Information.

## Data Availability

The microarray data generated during this study has been deposited in the Gene Expression Omnibus database under accession number GSE121325.

# Supplementary material for: HIF2α-dependent Dock4/Rac1-signaling regulates formation of adherens junctions and cell polarity in normoxia
**Source:** Sci Rep. 2024 May 27;14:12153. doi: 10.1038/s41598-024-62955-7
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Supplementary data**

**Raykhel *et al.* “HIF2 $\alpha$ -dependent Dock4/Rac1-signaling regulates formation of adherens junctions and cell polarity in normoxia”**

**Supplementary Figures S1-S6**

**Supplementary Tables S1-S4**

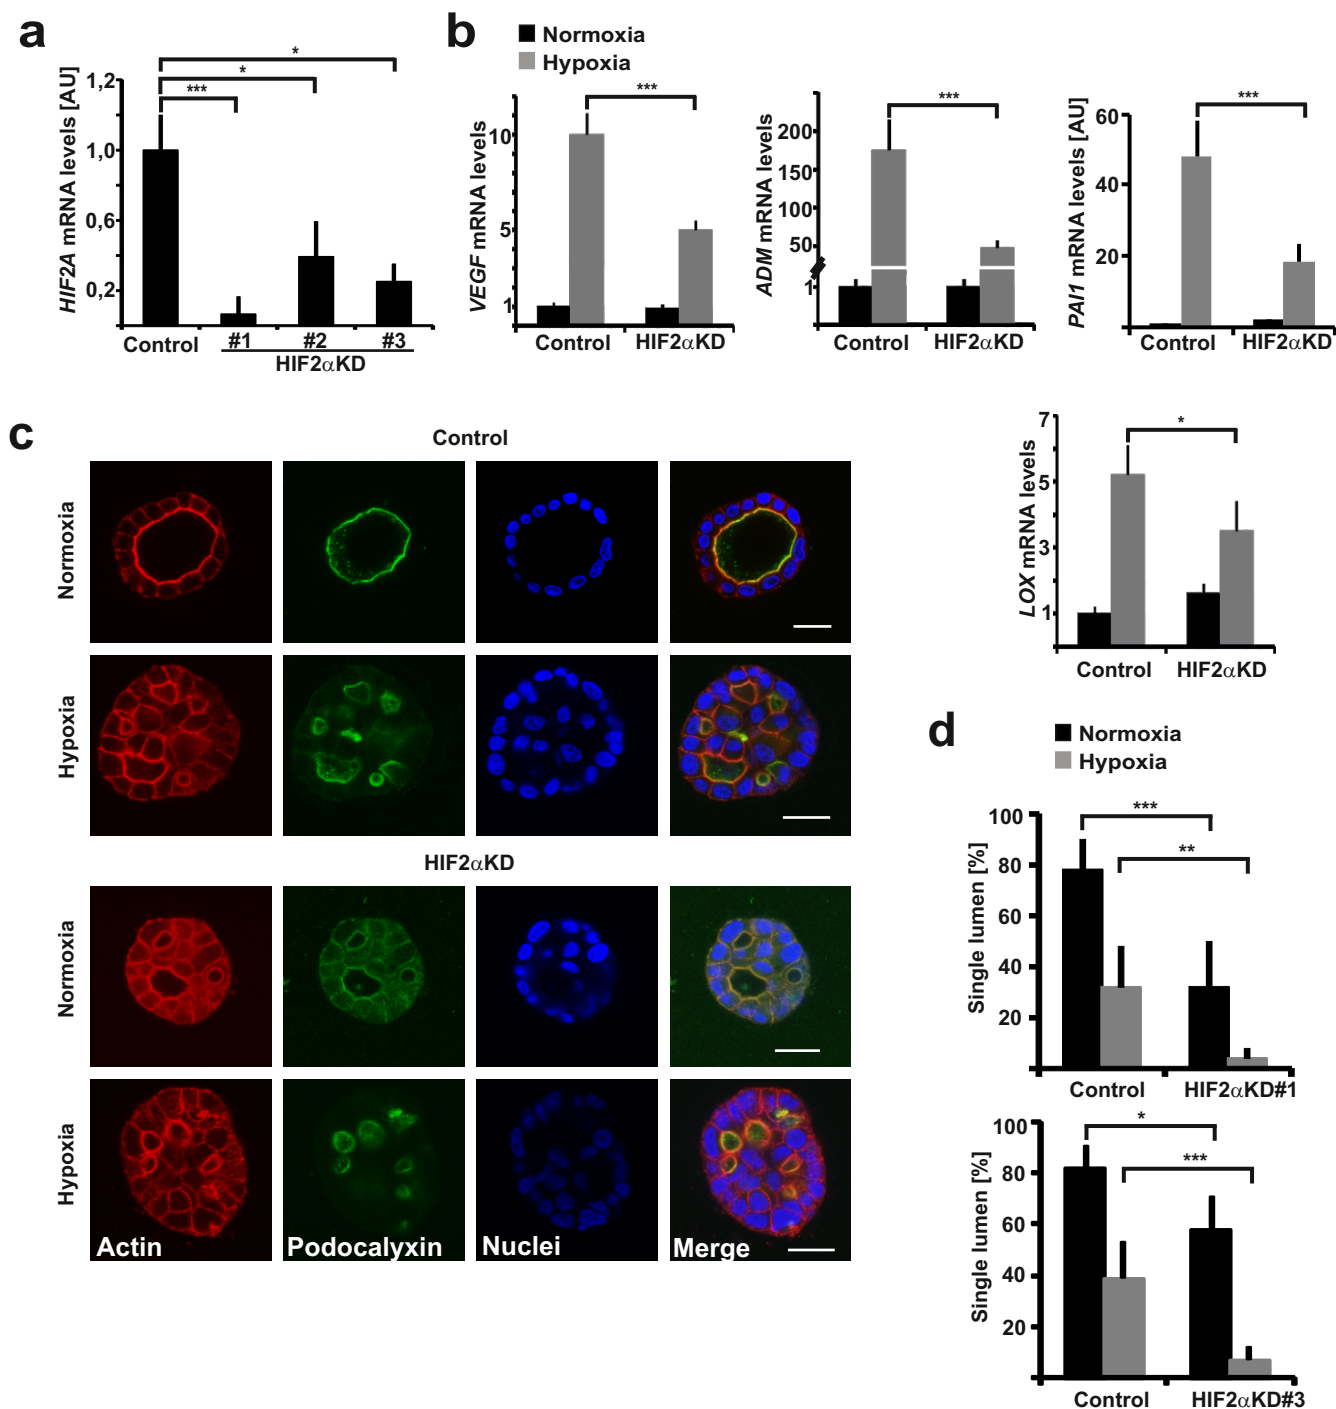

**Figure S1. HIF2 $\alpha$ -knockdown disrupts morphogenesis of MDCK cysts in normoxic conditions.** (a) RT-qPCR analysis of HIF2 $\alpha$  mRNA expression levels in control MDCK cells and in three independent HIF2 $\alpha$  knockdown (HIF2 $\alpha$ KD#1-3) MDCK cell lines. Data are presented as mean  $\pm$  SD ( $n \geq 3$ ). (b) RT-qPCR analysis of the mRNA expression level of selected HIF target genes in 2D cultures of control and the HIF2 $\alpha$ -KD#1 cell lines under normoxia and hypoxia (48h 1% O<sub>2</sub>) conditions. Data are presented as mean  $\pm$  SD ( $n \geq 3$ ). \* $P < 0.05$ ; \*\*\* $P < 0.0001$  (two-way ANOVA). (c) Control and HIF2 $\alpha$ -KD MDCK cysts were grown in 3D under normoxic or hypoxic (1% O<sub>2</sub>) conditions. On day 6 the cysts were fixed and stained for apical membrane marker podocalyxin (green), cytoskeletal marker actin (TRITC-phalloidin; red) and nuclear marker (DAPI; blue). A single confocal slice from the middle of each cyst is shown. Scale bars = 20  $\mu$ m. (d) Quantitation of the cyst phenotypes in control, HIF2 $\alpha$ KD#1 and HIF2 $\alpha$ KD#3 MDCK cell lines. The percentage of cysts with single lumen were calculated and averaged from 4–8 independent experiments. A minimum of 160 cysts per sample was scored in each experiment. Data are presented as mean  $\pm$  SD,  $n \geq 4$ . \*\* $P < 0.001$ ; \*\*\* $P < 0.0001$  (Fischer's exact test).

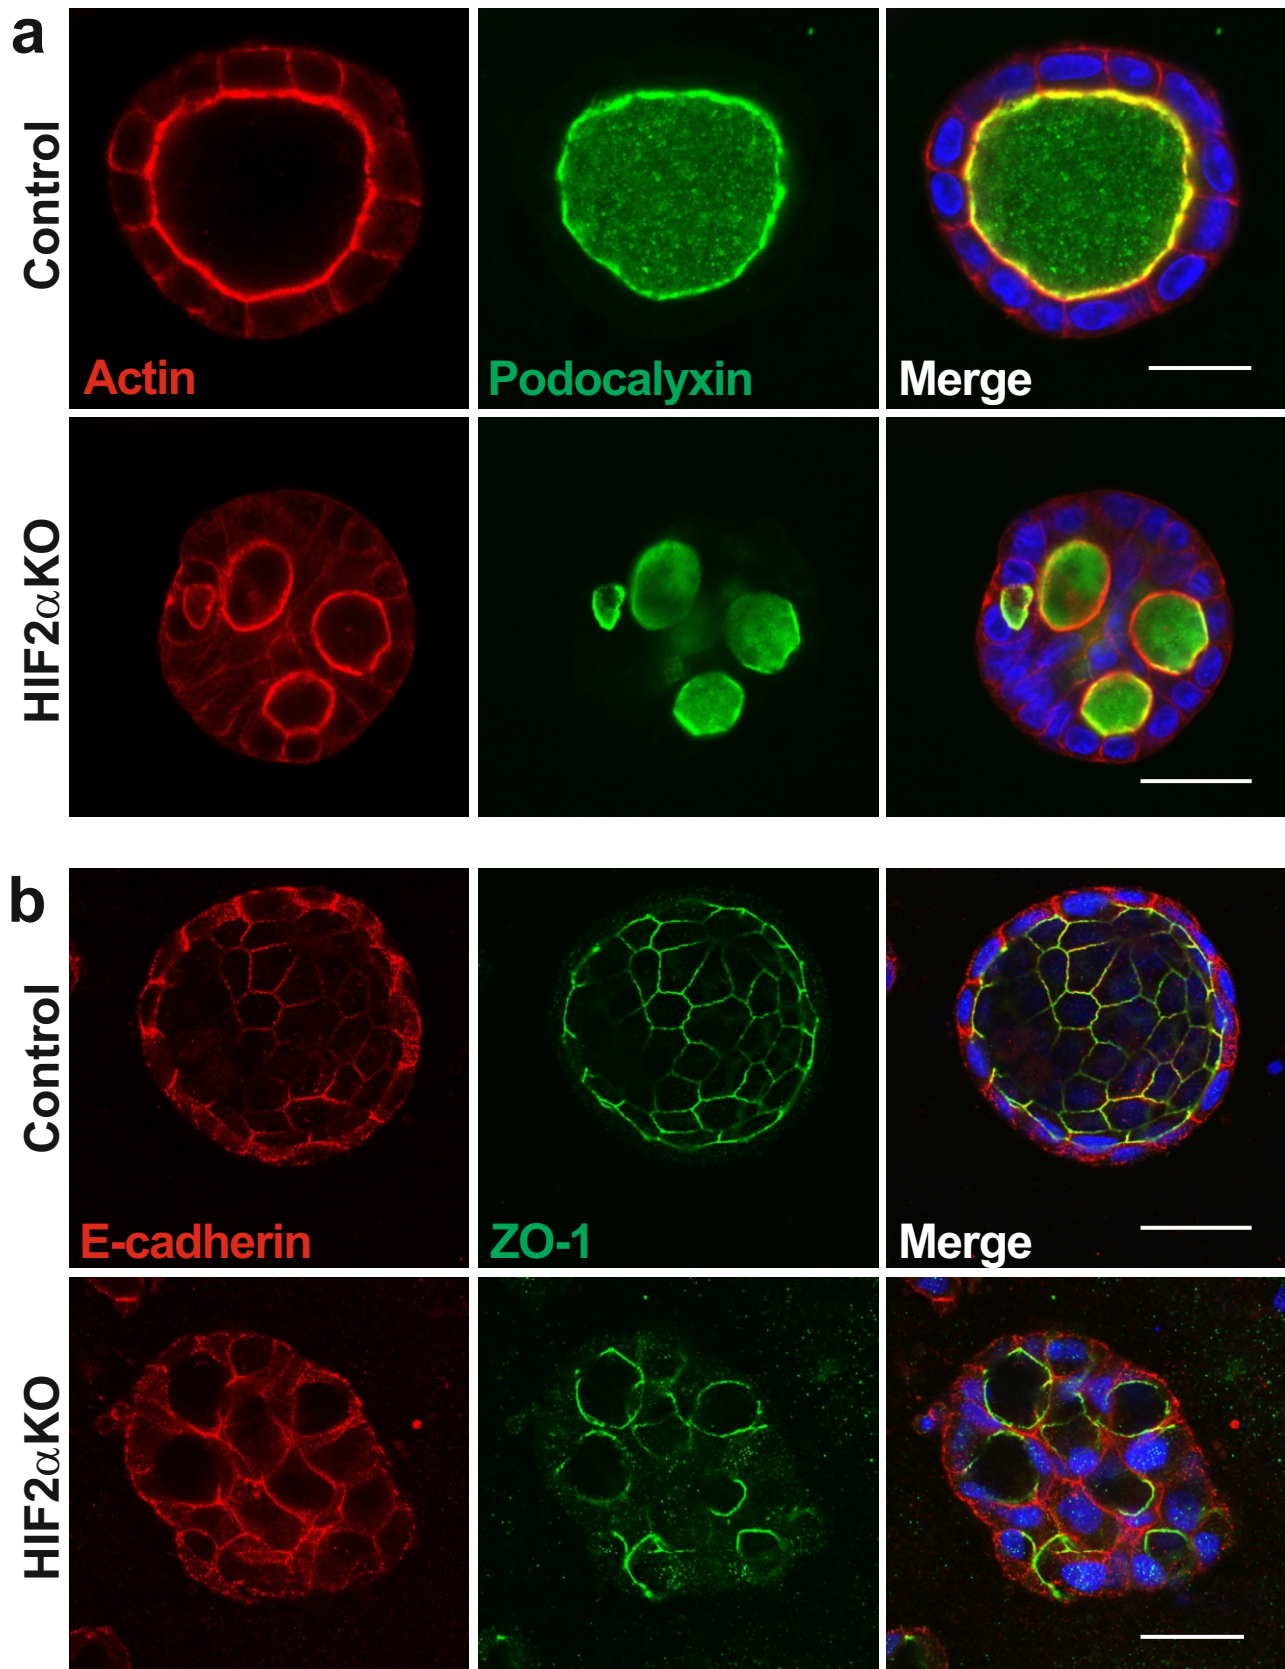

**Figure S2. Polarity of apical, adherens junction and tight junction markers in multiluminal *HIF2A*-knockout cysts.** Control and HIF2 $\alpha$ -KO MDCK cysts were grown in 3D under normoxia. At day 6 the cysts were fixed and stained for **(a)** an apical membrane protein podocalyxin (green) and actin cytoskeleton (TRITC-phalloidin; red) or **(b)** for tight junction marker ZO-1 (green) and a basolateral adherens junction marker E-cadherin (red). In both cases nuclei were stained using DAPI (blue). A single confocal slice from the middle of the cysts is shown. Scale bars: 20  $\mu$ m.

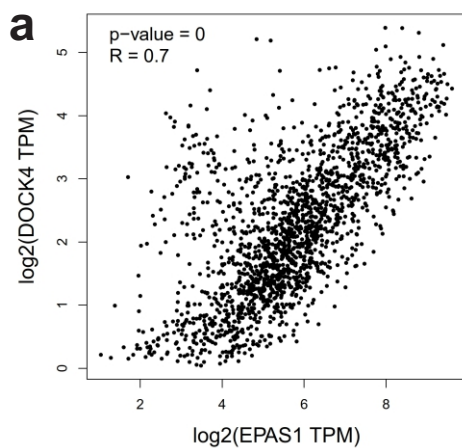

**b**

|                                          | Epas1 - Dock4 |          |
|------------------------------------------|---------------|----------|
| TCGA(a)Tumor                             |               |          |
| (Cancer name)                            | R             | P-value  |
| Uveal Melanoma (UVM)                     | 0,69          | 1,60E-12 |
| Diffuse large B-cell lymphoma (DLBC)     | 0,69          | 1,1E-07  |
| Colon Adenocarcinoma(COAD)               | 0,68          | 0        |
| Pancreatic adenocarcinoma (PAAD)         | 0,59          | 0        |
| Stomach adenocarcinoma (STAD)            | 0,53          | 0        |
| Kidney Renal Clear Cell Carcinoma (KIRC) | 0,52          | 0        |
| Rectum adenocarcinoma (READ)             | 0,52          | 8,5E-08  |
| Thymoma (THYM)                           | 0,51          | 2,9E-09  |

**c**

|                                       | Epas1 - Dock4 |          |
|---------------------------------------|---------------|----------|
| GTEX(a)                               | R             | P-value  |
| Brain - Substantia nigra              | 0,58          | 2,20E-06 |
| Colon - Sigmoid                       | 0,6           | 5,60E-15 |
| Colon - Transverse                    | 0,68          | 0        |
| Esophagus - Gastroesophageal Junction | 0,56          | 7,40E-13 |
| Esophagus - Mucosa                    | 0,76          | 0        |
| Heart - Atrial Appendage              | 0,59          | 0        |
| Kidney - Cortex                       | 0,71          | 2,10E-05 |
| Lung                                  | 0,56          | 0        |
| Pituitary                             | 0,77          | 0        |
| Prostate                              | 0,56          | 1,20E-09 |
| Minor Salivary Gland                  | 0,77          | 6,30E-12 |
| Skin - Not Sun Exposed (Suprapubic)   | 0,61          | 0        |
| Small Intestine - Terminal Ileum      | 0,67          | 4,80E-13 |
| Spleen                                | 0,56          | 9,30E-10 |
| Stomach                               | 0,77          | 0        |
| Testis                                | 0,7           | 0        |
| Vagina                                | 0,56          | 2,90E-08 |

**Figure S3. Gene Expression Profile Interactive Analysis (GEPIA) transcriptomic investigations of the clinical database showed a high correlation between *HIF2 $\alpha$*  (encoded by the *EPAS1/HIF2A* gene) and *DOCK4* expression in different types of cancers and various human tissues. (a) Correlation between *HIF2A* and *DOCK4* expression in (b) 8 different types of cancer patients was analyzed through Gene Expression Profiling Interactive Analysis (GEPIA) (<http://gepia.cancer-pku.cn/detail.php?gene=EPAS1###>). Result for each type of cancer is presented in B. The Cancer Genome Atlas (TCGA). (c) Correlation between *HIF2A* and *DOCK4* expression in different human tissues was analyzed through Gene Expression Profiling Interactive Analysis (GEPIA) (<http://gepia.cancer-pku.cn/detail.php?gene=EPAS1###>). The Genotype-Tissue Expression (GTEx).**

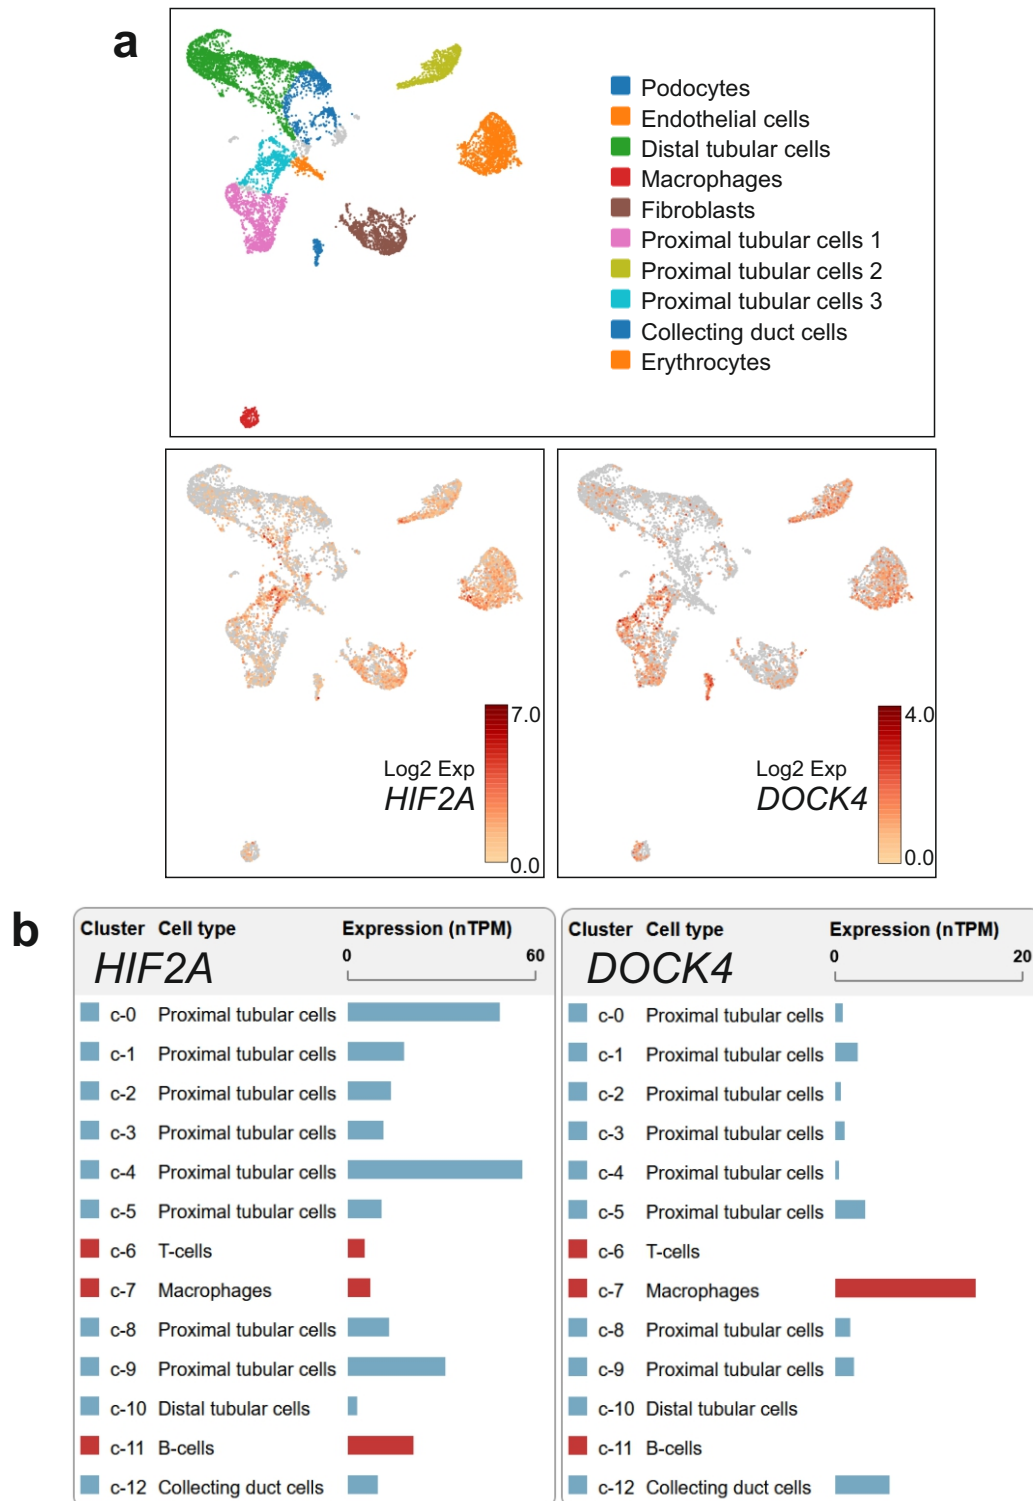

**Figure S4. Expression of *HIF2A* (*EPAS1*) and *DOCK4* in kidney cell types.** Single-cell transcriptomic datasets from mouse (A) and human (B) kidneys were analyzed for expression of *HIF2A* (*EPAS1*) and *DOCK4*. **(a)** LOUPE raw-file of mouse kidney FFPE tissue singleplex dataset ([www.10xgenomics.com](http://www.10xgenomics.com)) was downloaded and the different cell types were classified using the Loupe Browser (6.2.0). Relative expression levels of *HIF2A* and *DOCK4* in the different cell clusters are shown. In mouse kidney *HIF2A* is abundantly expressed in most cell types with proximal tubular cells and endothelial cells showing high expression levels. The overall levels of *DOCK4* expression are more modest but it is also expressed at significant levels in both proximal tubular cells and endothelial cells. **(b)** *HIF2A* and *DOCK4* expression levels were plotted from human kidney single cell RNA-seq expression dataset (the Human Protein Atlas; [www.proteinatlas.org](http://www.proteinatlas.org)). In the human kidney *HIF2A* was highly expressed in multiple cell types. Especially high levels were observed in proximal tubular cells. *DOCK4* levels were more modest with collecting duct epithelial cells expressing the highest levels from E-cadherin-positive cell populations.

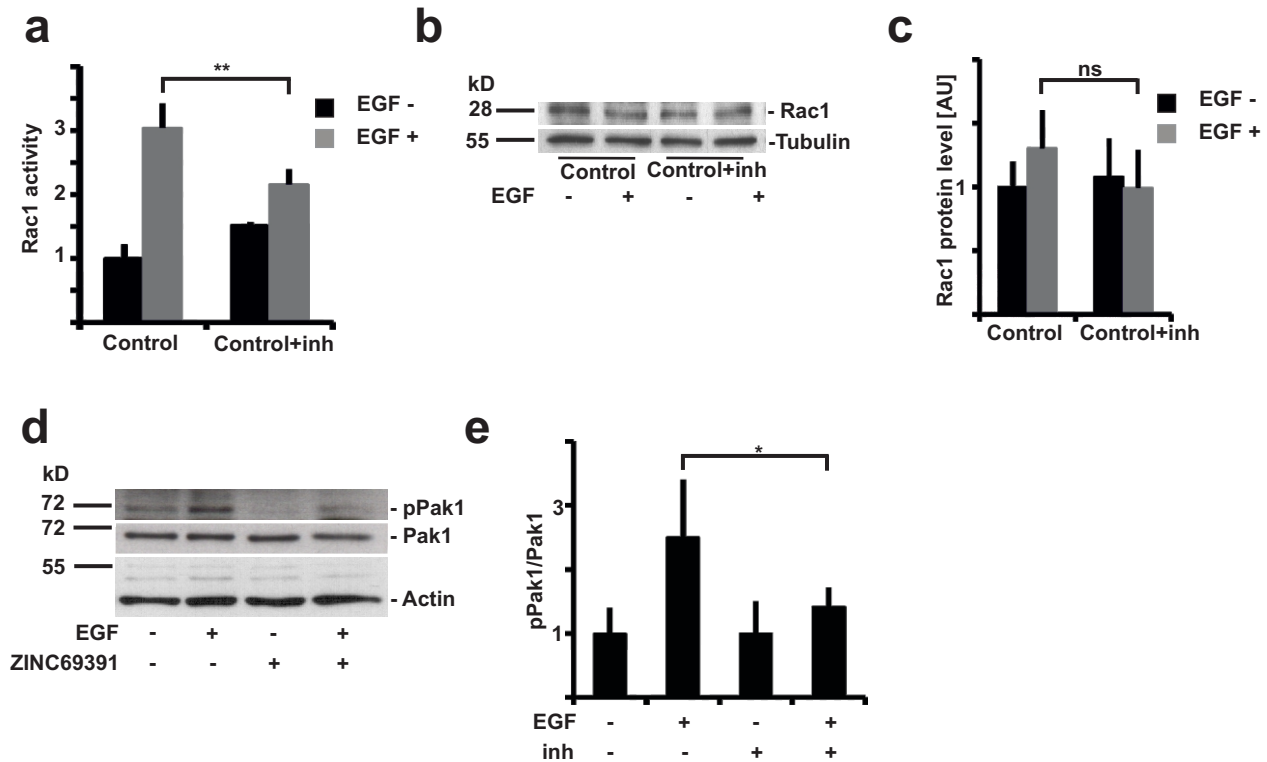

**Figure S5. Effect of Rac1 inhibition on Pak1 activation.** Control MDCK cells were serum-starved for 24h, pre-treated with Rac1 inhibitor ZINC69391 (100  $\mu$ M) for 1 h prior to EGF stimulation, stimulated with EGF (100ng/ml) for 10 min. **(a)** Cells were lysed, and Rac1 activity was detected by G-LISA Rac1 activation assay (A). **(b)** Rac1 protein was determined by Western blotting. Tubulin was used as a loading control. A representative blot of three independent experiments is shown. **(c)** Quantitation of the Rac1 protein levels. Data are presented as mean  $\pm$  SD ( $n = 3$ ) of the ratio of protein expression levels in Rac1 inhibitor ZINC69391 pre-treated MDCK cell lines relative to control cells.  $**P < 0.001$ ; ns = not significant (two-way ANOVA). **(d)** Effect of Rac1 inhibition on phosphorylation of Pak1. Western blot analysis for p-Pak1 and total-Pak1 following EGF stimulation is shown in control cells and in cells pre-treated with Rac1 inhibitor ZINC69391. Actin was blotted as a loading control. A representative blot of three independent experiments is shown. **(e)** Quantitation of the combined data from three independent experiments is shown as the ratio of p-Pak1/Pak1 (mean  $\pm$ SD).  $*P < 0.05$ ;  $**P < 0.001$ ; ns = not significant (two-way ANOVA).

**Figure 2b**

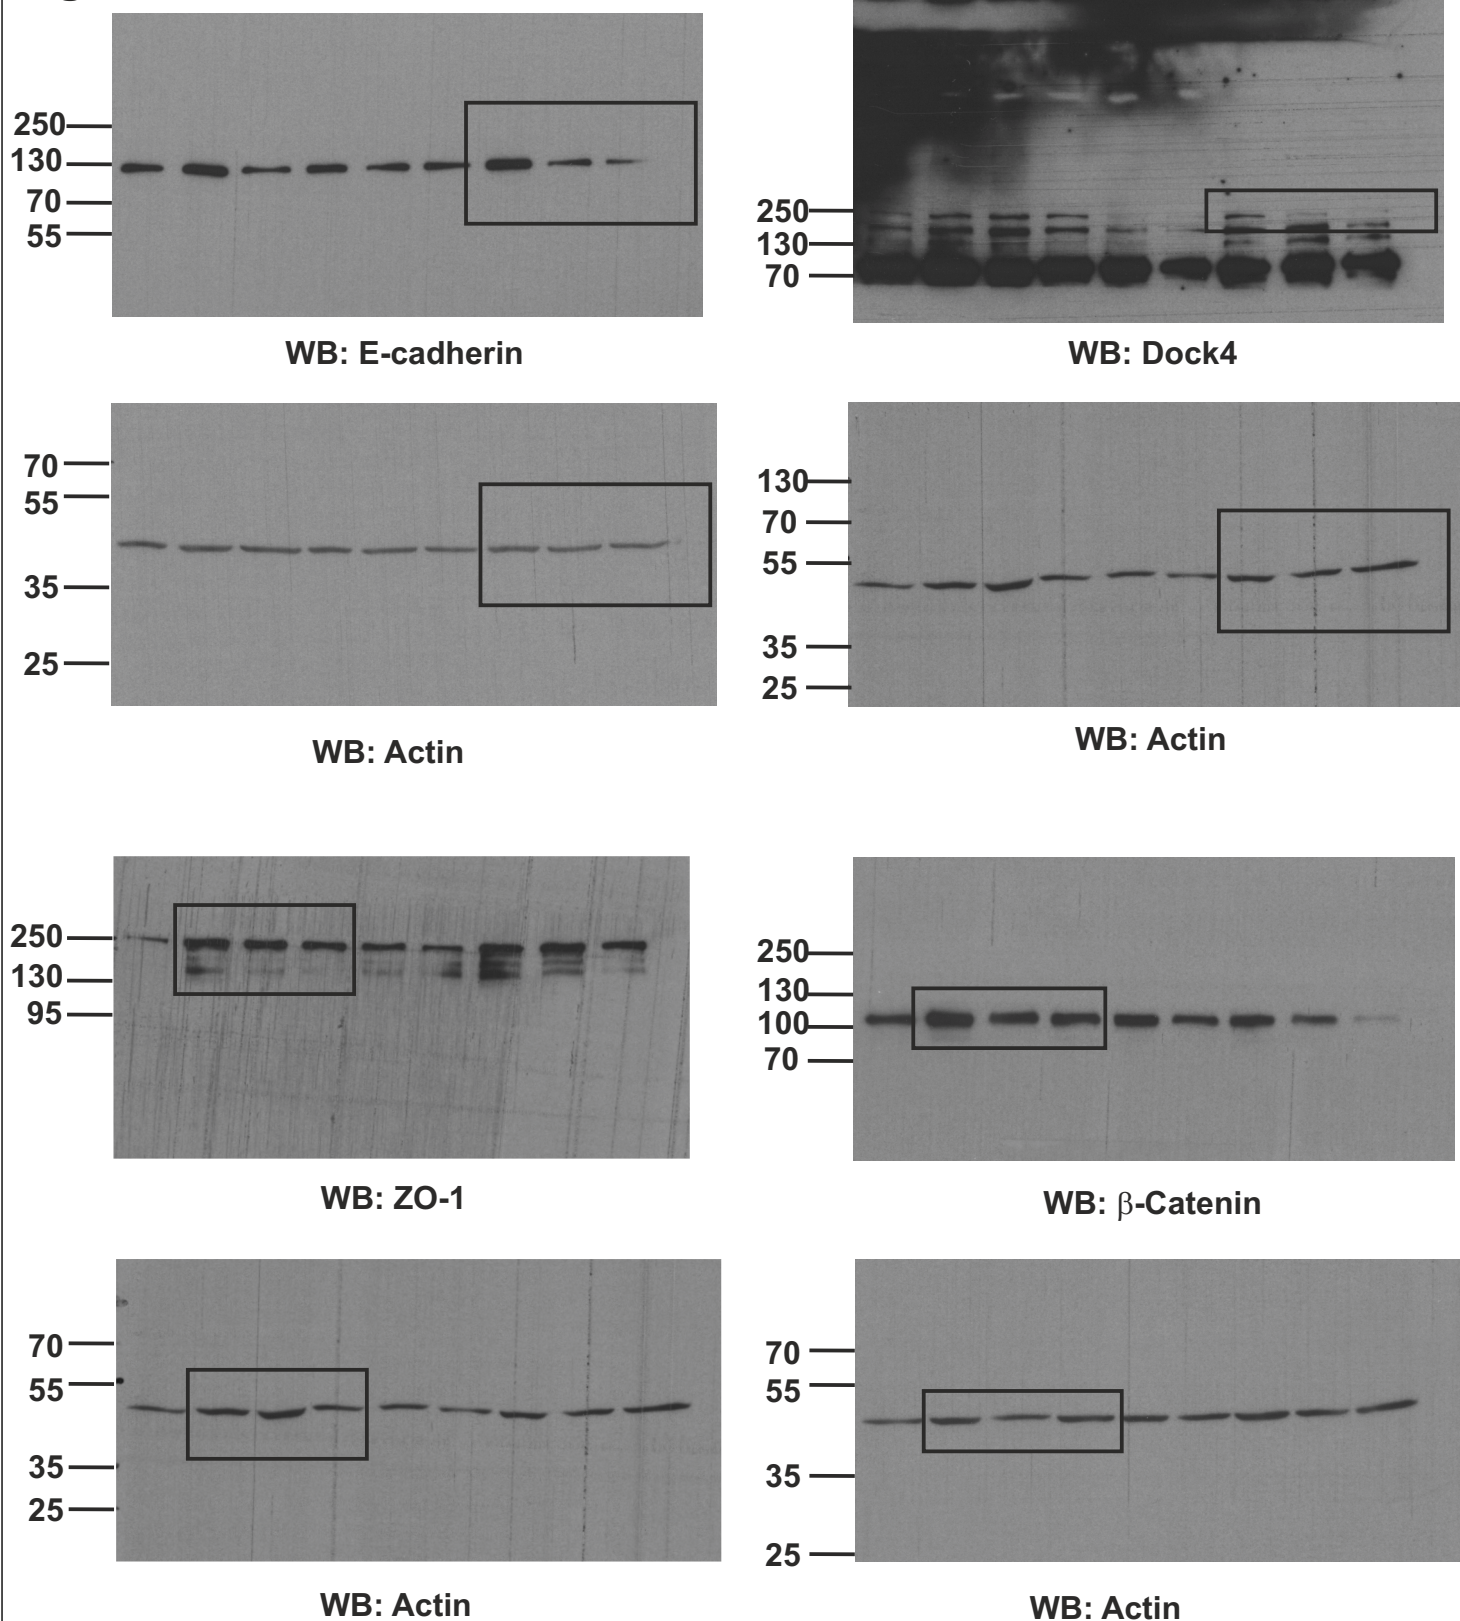

**Figure S6. Full scans of the cropped western blots shown in the figures of this study. Page 1/5, continued in the next page...**

**Figure 3a, d**

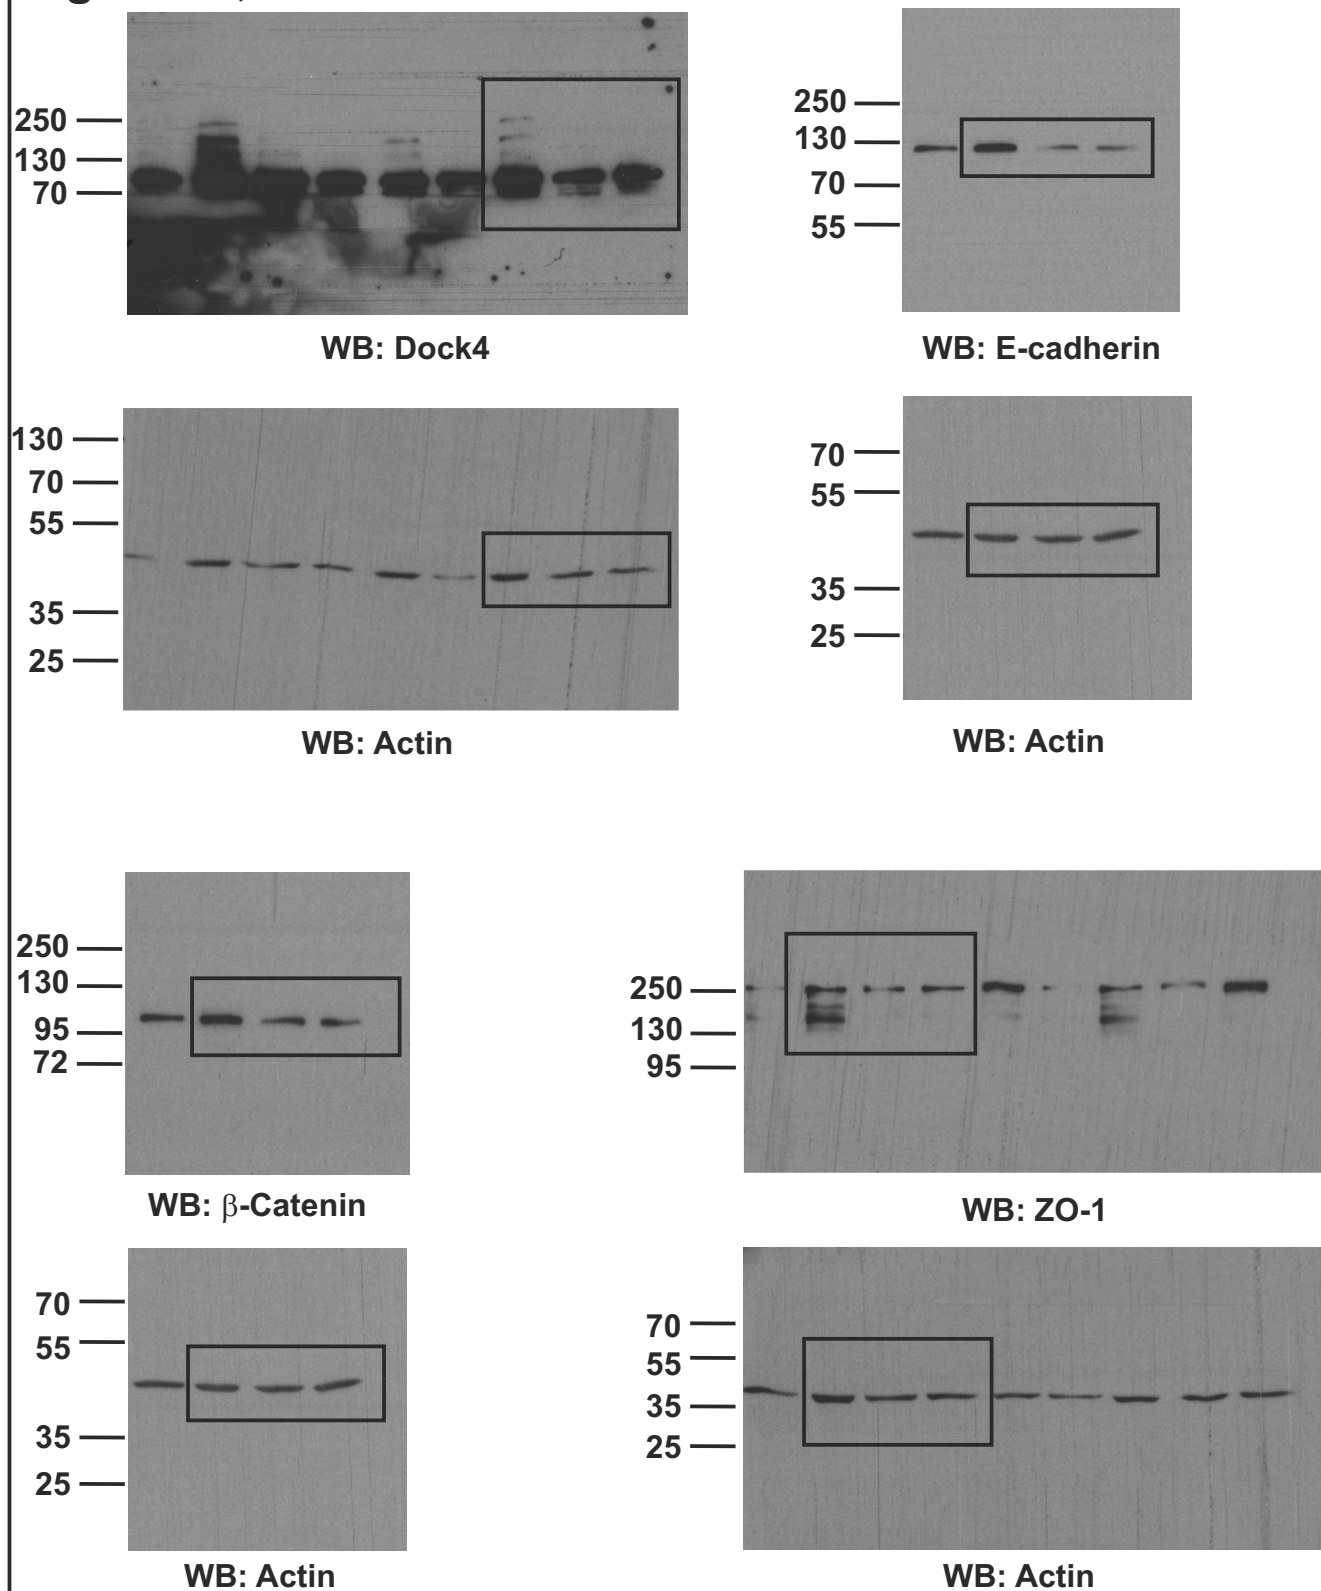

**Figure S6. Full scans of the cropped western blots shown in the figures of this study.**  
Page 2/5, continued in the next page...

**Figure 4b,d**

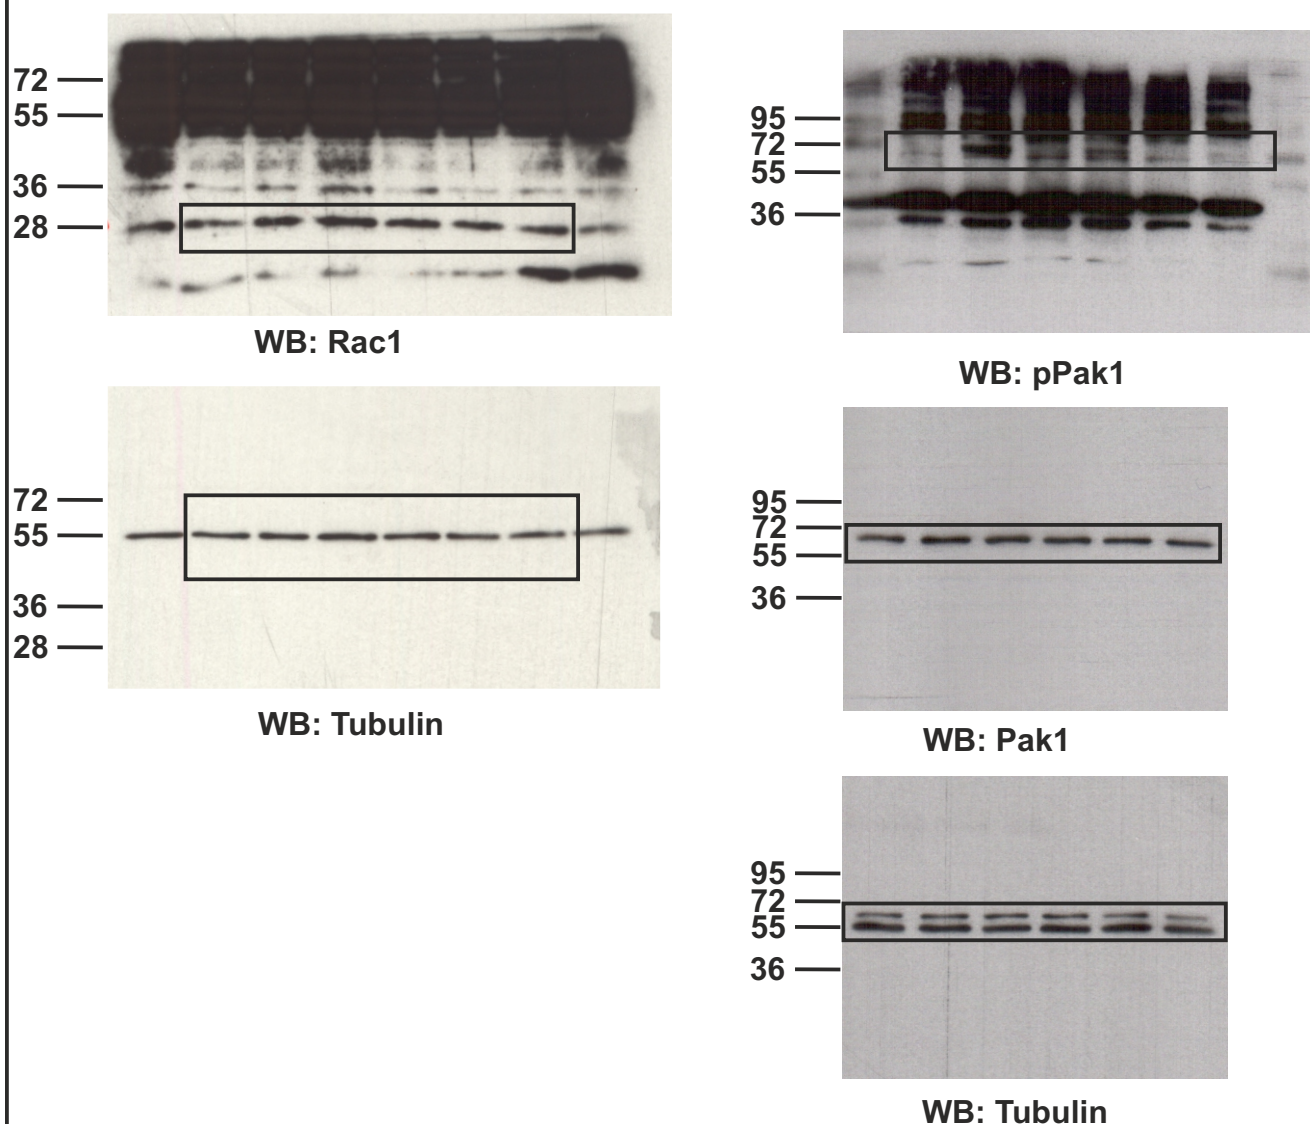

**Figure S6. Full scans of the cropped western blots shown in the figures of this study.**  
Page 3/5, continued in the next page...

**Figure 4g,i**

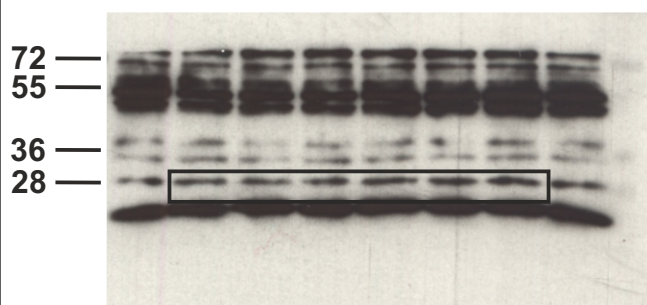

**WB: Rac1**

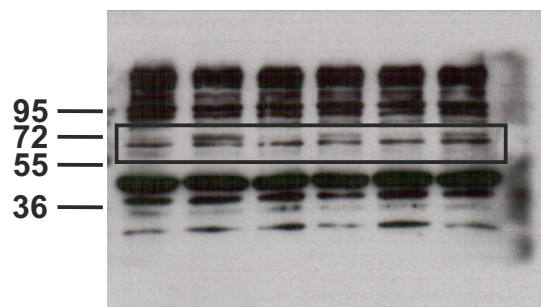

**WB: pPak1**

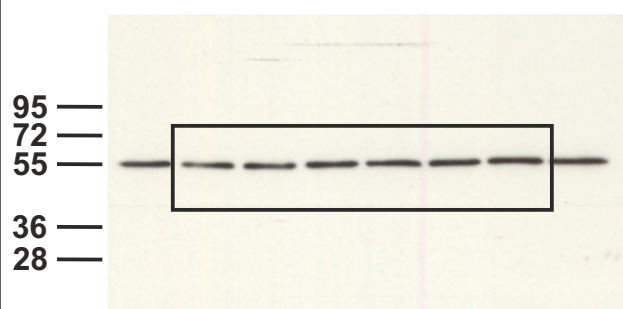

**WB: Tubulin**

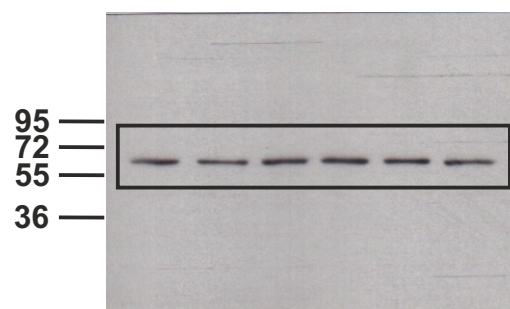

**WB: Pak1**

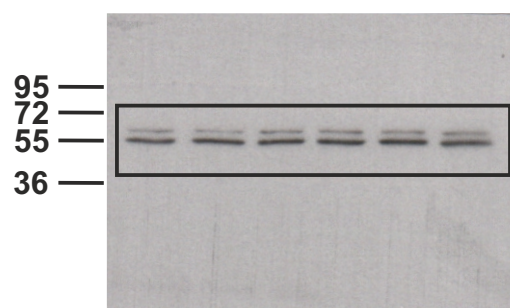

**WB: Tubulin**

**Figure S6. Full scans of the cropped western blots shown in the figures of this study.**  
Page 4/5, continued in the next page...

**Figure S3**

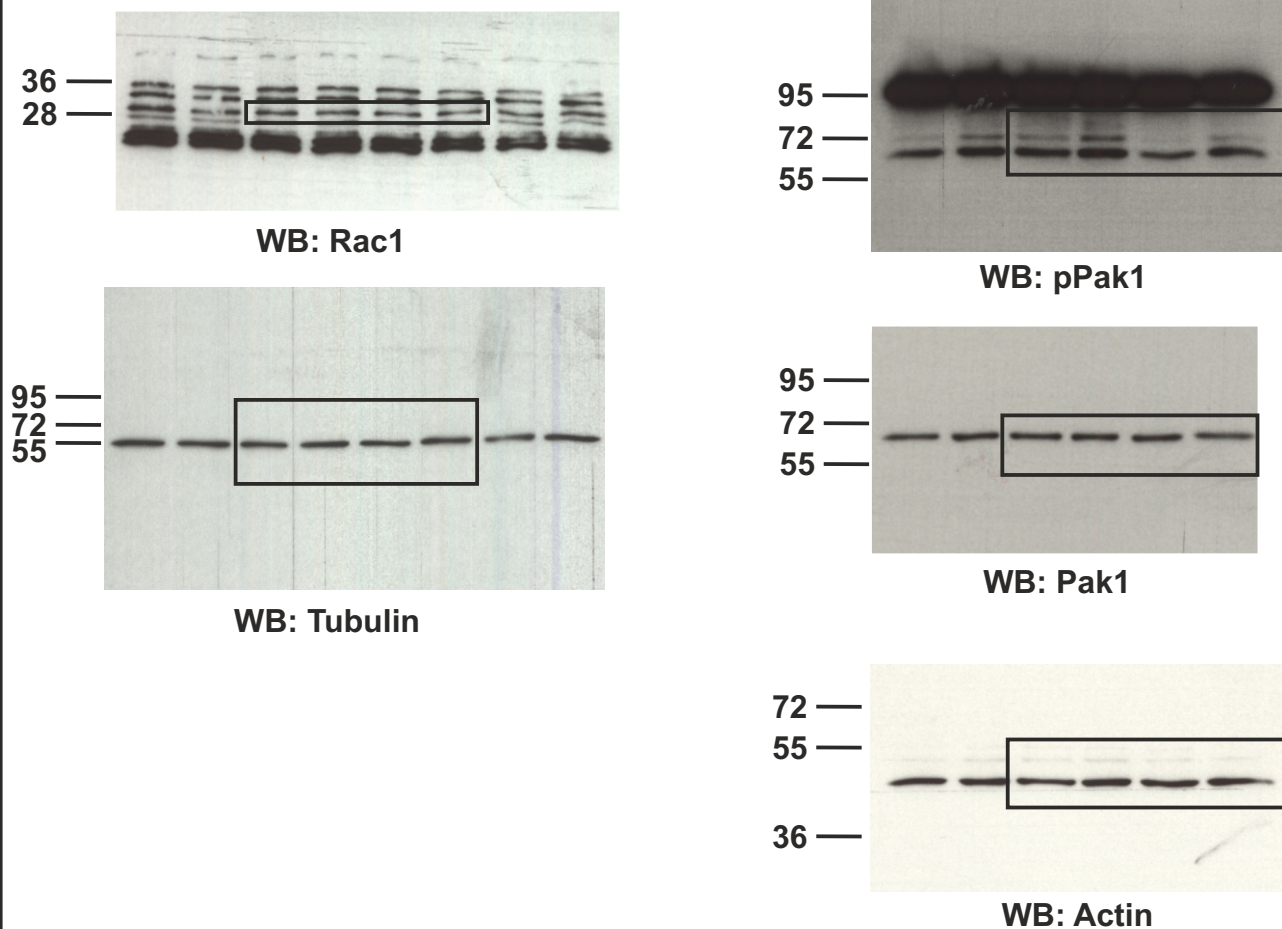

**Figure S6.** Full scans of the cropped western blots shown in the figures of this study.  
Page 5/5.

**Table S1. shRNA target sequences used in the study and their respective mRNA depletion efficiencies**

| Construct          | Target sequence(a)     | %mRNA(b)       | Number of samples |
|--------------------|------------------------|----------------|-------------------|
| HIF2 $\alpha$ KD#1 | GGAGCTAACAGGACACAGTAT  | 93.4 $\pm$ 4.6 | 8                 |
| HIF2 $\alpha$ KD#2 | GGCCAACCAACAGATGGACAA  | 67 $\pm$ 3.9   | 6                 |
| HIF2 $\alpha$ KD#3 | GTGCATCATGTGCGTGAACATA | 60.7 $\pm$ 8.1 | 6                 |

<sup>a</sup> Target sequences were cloned into Retroviral RVH1-puro shRNA vectors as described previously (Schuck et al., 2004).

<sup>b</sup> Indicated as the percent decrease in levels of mRNA (relative to TBP) comparing to control samples.

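Knockdown efficiency in Table S1 compares the *EPAS1* mRNA of each HIF2α-KD line with that of control cells by RT-qPCR, after division by *TBP*, which encodes the TATA box binding protein and serves as a reference that should not change. On the normoxic arrays *TBP* itself differed by -0.04 on the log2 scale between the array labelled HIF2α-KD and the control array. The shRNA of HIF2α-KD#1 is directed at the sequence GGAGCTAACAGGACACAGTAT of 21 bases. This sequence lies at bases 34 to 54 of the HIF2α-KO#1 allele printed in Table S3.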

**Table S2. sgRNA target sequences used in the study.**

| Construct          | Target sequence(a)   | Number of subclones |
|--------------------|----------------------|---------------------|
| HIF2 $\alpha$ KO#1 | GAAAACATCAGCAAGTTCAT | 1                   |
| HIF2 $\alpha$ KO#2 | GAAAGATCATGTCTCCATCT | 1                   |
| Dock4KO#1          | GATCCTGGATCTGCGGCGGC | 1                   |
| Dock4KO#2          | GCACCTGCCGCGCAGATCC  | 1                   |

<sup>a</sup> Target sequences were cloned into the vector SpCas9(BB)-2A-GFP (PX458) as described previously (Ran et al., 2013).

**Table S3. Verification of gene editing by sequencing of the edited genome region.**

| Construct                    | Sequencing result                                                                                                                 | Editing |
|------------------------------|-----------------------------------------------------------------------------------------------------------------------------------|---------|
| HIF2 $\alpha$ KO#1 WT allele | GAAAACATCAGCAAGTTCAT                                                                                                              |         |
| KO allele 1                  | GAAAACATCAGCAAG—<br>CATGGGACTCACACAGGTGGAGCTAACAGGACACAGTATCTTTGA                                                                 | -2bp    |
| KO allele 2                  | GAAAACATCAGCAAG—<br>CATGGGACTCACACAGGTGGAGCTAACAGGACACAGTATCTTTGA                                                                 | -2bp    |
| HIF2 $\alpha$ KO#2 WT allele | GAAAGATCATGTCTCCATCT                                                                                                              |         |
| KO allele 1                  | A--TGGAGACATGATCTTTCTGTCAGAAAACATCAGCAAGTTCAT<br>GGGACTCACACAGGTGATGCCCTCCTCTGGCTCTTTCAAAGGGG<br>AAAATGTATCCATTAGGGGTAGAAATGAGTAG | -2bp    |
| KO allele 2                  | A--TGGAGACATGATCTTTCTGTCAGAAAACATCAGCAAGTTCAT<br>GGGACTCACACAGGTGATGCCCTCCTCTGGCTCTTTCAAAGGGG<br>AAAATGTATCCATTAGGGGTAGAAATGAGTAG | -2bp    |
| Dock4KO#1 WT allele          | GATCCTGGATCTGCGGCGGC                                                                                                              |         |
| KO allele 1                  | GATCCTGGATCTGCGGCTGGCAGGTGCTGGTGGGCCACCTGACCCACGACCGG<br>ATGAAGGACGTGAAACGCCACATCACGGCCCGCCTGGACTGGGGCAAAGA                       | +1bp    |
| KO allele 2                  | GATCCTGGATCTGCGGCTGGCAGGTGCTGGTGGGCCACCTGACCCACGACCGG<br>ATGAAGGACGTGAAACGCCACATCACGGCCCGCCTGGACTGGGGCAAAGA                       | +1bp    |
| Dock4KO#2 WT allele          | GCACCTGCCGCCGAGATCC                                                                                                               |         |
| KO allele 1                  | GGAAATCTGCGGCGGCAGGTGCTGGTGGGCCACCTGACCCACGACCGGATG<br>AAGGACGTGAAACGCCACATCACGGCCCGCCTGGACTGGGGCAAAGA                            | +1bp    |
| KO allele 2                  | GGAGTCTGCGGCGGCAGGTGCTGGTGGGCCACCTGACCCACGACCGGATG<br>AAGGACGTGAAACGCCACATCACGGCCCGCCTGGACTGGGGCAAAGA                             | +1bp    |

Deletion is marked by -, insertion is marked in yellow, stop codon is marked in grey.

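The HIF2α-KO#1 allele in Table S3 is 60 bases long and starts with the first 15 bases of its 20-base guide GAAAACATCAGCAAGTTCAT, of which 2 bases are missing. The HIF2α-KO#2 allele is 119 bases long. It holds 18 bases in a row of AGATGGAGACATGATCTTTC, the reverse complement of its guide, and it carries the whole guide of HIF2α-KO#1 from base 24. The legend of the table says that the stop codon is shaded, which cannot be seen in the text used here, so all frames are given. Read from bases 1, 2 and 3, the first stop codon of the HIF2α-KO#2 allele starts at bases 10, 101 and 117, and that of the HIF2α-KO#1 allele at base 58 from base 1 and at base 39 from base 3, with none from base 2. The 19-base sequences printed for Dock4KO#2 in Tables S2 and S3 differ at 2 positions.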

**Table S4. Oligonucleotides used for PCR and RT-qPCR.**

|                       |                        |
|-----------------------|------------------------|
| canis HIF2 $\alpha$ F | gagtctgaagctgaggccaa   |
| canis HIF2 $\alpha$ R | ccgctctgtggacatgtctt   |
| canis VEGFA F         | gtgcattggagccttgcctt   |
| canis VEGFA R         | tgtactcgatctcgtcaggg   |
| canis ADM F           | cttcgagtgtccagcagcta   |
| canis ADM R           | cggtagcgtttgactcggat   |
| canis LOX F           | ctccgacgacaaccctatt    |
| canis LOX R           | gtggacgcctggatgtagta   |
| canis PAI1F           | ggagagacttgtcggcagat   |
| canis PAI1 R          | gccgtgaaccagcttcagat   |
| canis SNAI1 F         | gatgcacatccgaagccaca   |
| canis SNAI1 R         | gggaacaggtcttgactga    |
| canis SNAI2 F         | gggcgcctttaaactgcaca   |
| canis SNAI2 R         | ctgcagatgagccctcagat   |
| canis ZEB1 F          | ccaggtggcttacacgtact   |
| canis ZEB1 R          | gggtggtgtagaatcagagtca |
| canis ZEB2 F          | aagaaaactggaggaacgcga  |
| canis ZEB2 R          | ctcgggggcttctgggtaaa   |
| canis CDH1 F          | ccaggcagtcttccaaggat   |
| canis CDH1 R          | cacgctgatgactcctgtgt   |
| canis VIM F           | gcgtgatgtacgccagcaat   |
| canis VIM R           | cacctgtctccggtactcat   |
| canis DOCK4 F         | ctgcccgtcgtgttacatca   |
| canis DOCK4 R         | ggctggccactatcacatct   |

How the deposited data were processed for this re-analysis (not part of the article)

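Gene expression was measured with Affymetrix canine arrays in MDCK cells in 4 conditions, control and HIF2α-KD cells in normoxia and in hypoxia, with 1 array per condition. The deposited table gives an intensity per probe set and array on a linear scale, as made by the authors from their scans. RNA was labelled with biotin by the authors with an Affymetrix 3' labelling kit. The summarization of probes to probe sets, the background correction, the scaling between arrays and the software are not given in the sources used here. The values have a floor near 1, and 1.81% to 1.92% of the values on each array equal 1. The analysis had been designed for log2 values, with log2(intensity + 16) as the written choice for a linear table, and that choice was used.

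Of 42924 probe sets, 29254 carry 1 gene symbol, 439 carry several and 13167 carry none in the platform annotation, and a further 64 are reporter controls. Only probe sets with 1 symbol were given a gene name. The 63 dim reporter probe sets were used as a measure of background, and 1 bright reporter was left out. The filter kept probe sets whose highest intensity over the arrays reached 28.75, the median of all values, which left 23455 probe sets and 9749 genes, 270 of them with a LOC symbol that is counted but not named. Where several probe sets of a gene remained, the one with the highest mean stood for the gene. Correlations between arrays across these genes on the log2 scale were 0.969 to 0.988. Affymetrix control probe sets are not used here, so the planned check of RNA quality from the 3' and 5' ends of control genes was not made. The number of arrays limits the precision of every difference.

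Comparisons were made between the array labelled HIF2α-KD and the control array in normoxia, the same in hypoxia, and hypoxia against normoxia under each cell line label. These pairs have no replicates, so genes were counted by a log2 difference of at least 1 in size. The genes named come from a rule that takes those the study names, the 10 largest differences in each direction of each comparison, up to 4 members with the largest difference in each described list, and up to 10 genes per direction that limma called. Others are said to have been chosen after their values were seen. The 21 lists cover adherens junctions, tight junctions, polarity, Rac and Dock signalling, epithelial to mesenchymal transition, epithelial markers, HIF targets, sterol synthesis, stress responses, interferon response, cell cycle, other signalling pathways and markers of other cell types. The random lists were drawn from 20 bins of mean intensity. On simulated lists of 25 genes with no shift, 5 of 60 fell outside the central 95%, and with a shift of 0.30 on the log2 scale 60 of 60 did. Shorter lists have wider bounds, such as -0.38 to 0.298 for the 3 fibroblast genes in normoxia. The 60 of 60 does not apply to them, and a short list inside its bounds may still be shifted.

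A fit over all 4 arrays used limma with the oxygen level and the cell line as additive terms, a mean-dependent prior variance, and Benjamini-Hochberg adjustment at 0.05. It has 1 residual degree of freedom and assumes that the knockdown difference is the same at both oxygen levels, so that its residual holds noise and any departure from this. In data simulated for the knockdown term over 9749 genes, it called 98 of 100 genes changed by 1 on the log2 scale, 100 of 100 changed by 2, and 11 unchanged genes. The simulation used a noise SD of 0.202. On the arrays *NFIL3*, *JMJD1C* and *DSG3*, with fitted differences of -1.52, -1.58 and -1.65, were not called in the main analysis. The simulated recovery thus cannot be carried over to these arrays, and 0 calls do not show that few genes differ. The knockdown differences in normoxia and in hypoxia share no array and were compared across genes, which are not replicates. Confidence intervals of shares of genes are exact binomial 95% intervals and treat genes as independent, which they are not.

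The alternatives were quantile, cyclic loess and median normalization, no filter and a filter at 175 (the 75th percentile), the mean of a gene's probe sets, all kept probe sets, a 1.5-fold threshold, and limma without the trend or with robust moderation. Pseudocounts of 1 and 64 were added after the data were seen. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. *CDC42* and *IL31*, which the study names, have no probe set with 1 gene symbol and are not analysed here, and 1 further gene is not reported here. No genome was used, so no coordinates are given.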

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

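The tests of the share of genes repeated in the other pair of arrays, of other probe sets, of exchanged normoxic labels, of the interferon list in hypoxia and of array scaling were chosen after the results were seen, and the tests of the correlation, the interferon list in normoxia and the oxygen labels were set before. The paper reports no gene count for these arrays and does not describe the hypoxic arrays. At least 2-fold different were 113 genes between the array labelled HIF2α-KD and the control array in normoxia, 96 between the knockdown and control arrays in hypoxia, 350 between hypoxia and normoxia in control cells, and 176 between hypoxia and the array labelled HIF2α-KD in normoxia.

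In each pair of comparisons 8 genes were at least 2-fold different in opposite directions, and these differences were not tested. The knockdown difference of *SNAI2*, a transcription factor of epithelial to mesenchymal transition, was 1.15 in normoxia and -1.10 in hypoxia. That of *INHBA*, an activin subunit, was 1.97 and -1.25, that of *DPP4* 1.01 and -1.10, and that of *GBP5*, an interferon-induced GTPase, 1.69 and -1.32. The hypoxia difference of *CCL2* was 1.20 in control cells and -2.61 in knockdown cells, and that of *MMP13* was 1.14 and -2.29. For *BIRC3* it was 1.67 and -1.58, for *LAMA3* 1.02 and -1.34, and for *GBP5* 1.20 and -1.81. All of these pairs include the array labelled HIF2α-KD in normoxia.

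The first pattern is that genes higher on the array labelled HIF2α-KD in normoxia were not higher in hypoxia, whereas lower genes were lower again. Of the 53 lower genes, 84.9% were also lower in the separate pair of hypoxic arrays (95% interval 72.4 to 93.3, against 55.7% of all genes), so noise of single arrays does not account for them. Of the 60 higher genes, 33.3% were higher again (21.7 to 46.7, against 44.3%), so noise of single arrays or of the culture, and an effect found in normoxia alone, cannot be told apart for them. Noise of single probe sets is argued against, since for 91.2% of those with another probe set (76.3 to 98.1) the others were higher too. Across all genes the correlation of the knockdown differences was 0.171, between the bounds of 0.1 and 0.3 set before, and the interferon list median of -0.049 in normoxia argues against an interferon response to the shRNA there, whereas that of 0.246 in hypoxia leaves one open.

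The second pattern is that *EPAS1* was not lower on the array labelled HIF2α-KD in normoxia. With the labels of the normoxic arrays exchanged, its log2 difference would be -0.077, still far from a 2-fold decrease, so exchanged labels do not account for it. *EPAS1*, at 44.6 and 47.9, also lay above the 95th percentile of the reporter probe sets, 27.2 and 20.6. Another wrong label and a loss of knockdown in these cells were not tested and remain open. The paper's RT-qPCR shows a decrease in this line.

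The third pattern is that the hypoxia differences were smaller between the arrays labelled HIF2α-KD than between the control arrays. The SD across genes was 0.449 between the control arrays and 0.367 between the arrays labelled HIF2α-KD, a ratio of 0.816. The latter pair includes the normoxic array on which *EPAS1* was not lower. After quantile normalization, which gives all arrays the same distribution, the ratio was 0.825, which argues against a scaling that depends on intensity as the whole cause, whereas a factor per array shifts all log2 differences nearly alike and has little effect on the SD. A mix-up of the oxygen labels is argued against by the list of glycolysis and classical HIF1 targets, whose lower median of the cell lines was 1.43 higher in hypoxia. A smaller response of the cells labelled HIF2α-KD and a chance difference of single arrays both remain open and were not tested.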

How the results depend on the processing

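The pseudocounts were chosen after the results were seen. In normoxia the 20 largest knockdown differences kept their direction under each normalization, the mean of a gene's probe sets and both pseudocounts. Main counts at 2-fold were 113 and 96 for the knockdown in normoxia and hypoxia, and 350 and 176 for hypoxia in control and knockdown cells. In the same order a 1.5-fold threshold gave 585, 639, 1416 and 795, all kept probe sets 280, 237, 973 and 495, a pseudocount of 1 gave 235, 227, 595 and 334, and one of 64 gave 65, 37, 193 and 98, by construction. The 75th percentile filter gave 55 for the knockdown in hypoxia from fewer genes. For the knockdown limma called 0 genes, and 21 with robust moderation, 15 with median centring, 16 with quantile normalization, 10 with a pseudocount of 1 and 4 with one of 64. These 4 were *NFIL3*, *JMJD1C*, *DSG3* and *CYP4A37*, the last named after its values were seen, all lower. For hypoxia limma called 275 genes (234 higher, 41 lower), 485 with quantile normalization (326 higher, 159 lower), 415 with median centring, 456 with robust moderation, 162 with cyclic loess, 102 without the trend, 178 with the mean of probe sets, 70 without a filter and 934 of all kept probe sets. The correlation of the knockdown differences, 0.171, was 0.134 without a filter and 0.149 with the mean of probe sets. The adherens junction median in normoxia was -0.072 with the 75th percentile filter. For limma, the correlation and the list the cause was not tested, apart from the number of probe sets. Of the other values, 546 list medians stayed within their spread and 110 moved, and 5229 differences of named genes stayed and 339 moved. None of them turned its direction after a 2-fold difference. The endothelial list had no gene left under the 75th percentile filter, and the leukocyte list has no value there either. No paired analysis was possible because the labels carry no replicate numbers, apart from the additive fit, which compares the cell lines within each oxygen level. Signal over background limits *DOCK4*, *SNAI1*, *ZEB2*, *IL6* and *PTPRB*, and in normoxia *CDH1* and *STAT6*.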

Differences from the paper's values

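The paper's RT-qPCR gives a decrease of *EPAS1* mRNA in HIF2α-KD#1 cells of 93.4% ± 4.6 (the paper's value). In normoxia the array labelled HIF2α-KD gave a decrease of -5.48%, that is, a higher value than on the control array. Under the alternatives set before the data were examined the value was -4.76% with quantile normalization, -6.0% with cyclic loess, -4.98% with median centring and -5.48% with the mean of the probe sets, and each differs from the paper's value.

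The paper's RT-qPCR, for which a legend gives 48 h in hypoxia and the methods 24 h, is set here beside arrays taken after 24 h, with the paper's bars read by eye. Folds are taken to differ where one is more than 1.5 times the other and the gap exceeds the spread between genes of similar intensity. For *VEGFA* in control cells the paper's fold of hypoxia over normoxia is about 10 in Fig. S1b, and that of the arrays was 2.58. For *ADM* the paper's folds are about 180 in control and about 48 in HIF2α-KD#1 cells in Fig. S1b, and those of the arrays were 24.0 and 11.7. For *LOX* they are about 5.2 and about 2.2 in Fig. S1b, against 1.89 and 1.46. All of these differ under each of quantile, cyclic loess and median normalization and the mean of the probe sets. *ADM* and *LOX* have 1 probe set each, so for them that mean is no separate check. The *VEGFA* fold in knockdown cells was 3.90 and differs only with the mean of the probe sets, at 3.06, from the paper's about 5.6 in Fig. S1b. The array folds are on the log2(intensity + 16) scale, and the knockdown folds include the array labelled HIF2α-KD in normoxia.

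The paper states that HIF2α-KD#1 cells induced *VEGFA*, *ADM* and *LOX* less in hypoxia than control cells. On the arrays the log2 difference was smaller in knockdown cells for *ADM* (3.55 against 4.59) and *LOX* (0.55 against 0.92), and larger for *VEGFA* (1.97 against 1.36). A second *VEGFA* probe set gave 1.26 against 1.46, the paper's direction, but its normoxic values, 26.2 and 16.5, lie below the 95th percentiles of the reporter probe sets, so the order of these values is uncertain. In hypoxia itself, all of these genes were lower on the HIF2α-KD array, by -0.81 for *VEGFA*, -0.91 for *ADM* and -0.57 for *LOX*.

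The paper names *DOCK4* as a potential candidate from a joint analysis of these arrays with GEPIA, and on the arrays the *DOCK4* probe set did not exceed 8.92. The paper's finding of lower *DOCK4* rests on RT-qPCR and Western blots of HIF2α-KO cells (Fig. 2), which the arrays do not address.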

Other observations

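The comparison of the hypoxia responses of single lists between the cell lines was chosen after the results were seen, and the lists themselves were not. Each hypoxia response given for knockdown cells is taken from the array labelled HIF2α-KD in normoxia, on which *EPAS1* was not lower. The size of a difference is uncertain where a value lies below the 95th percentile of the reporter probe sets on an array compared. For hypoxia this holds for *NDRG1*, *EGLN3*, *CDH1*, *ACKR3*, *PKM*, *TMEM139*, *OR8S7*, *PLA2G1B* and *ASB2* in control cells and for *NDRG1*, *EGLN3*, *CDH1* and *FAM13A* in knockdown cells. For the knockdown in hypoxia it holds for *TRPV6*, *SPATC1*, *BAIAP2*, *TMEM139*, *H2BC18*, *PAQR3* and *ARPP21*.

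Hypoxia gave the largest differences on these arrays. In control cells 297 genes were at least 2-fold higher and 53 lower, and limma over all 4 arrays called 234 higher and 41 lower. *ADM*, which encodes the vasodilator adrenomedullin, was higher by 4.59, *NDRG1*, a stress response gene, by 3.92 and the oxygen-sensing hydroxylase *EGLN3* by 3.25. Of 31 genes of glycolysis and classical HIF1 targets, 19 were at least 2-fold higher in control cells and 18 in knockdown cells, with medians of 1.47 and 1.43. *PDK1*, which limits the entry of pyruvate into mitochondria, differed by 2.71 and 3.09. The 16 genes of sterol biosynthesis were all above 0 in both cell lines, with medians of 0.71 in control and 1.25 in knockdown cells, and 10 were at least 2-fold higher in the latter. On the array labelled HIF2α-KD in normoxia these genes had a median of -0.64 against the control array. *NQO1*, a detoxifying enzyme, was lower in both cell lines, at -1.97 and -2.72. *CDH1* was at 119 in hypoxia in control cells and 81.4 in knockdown cells, and the adherens junction list was at 0.43 and 0.14. In control cells this list lay above the central 95% of random lists, or at its edge with the 75th percentile filter, and in knockdown cells it lay above it in the main analysis (percentile 98.0) and inside it with the mean of probe sets (92.2), the 75th percentile filter (95.6) and a pseudocount of 1 (96.6). The other genes among the 10 largest differences in control cells were *ANKRD37*, *ACKR3*, *PFKFB3*, *AK4*, *PKM* and *ALDOC* (3.55 to 2.64) and, lower, *TMEM139*, *CIRBP*, *UGT1A6*, *ANXA13*, *OR8S7*, *SNHG3*, *PLA2G1B*, *CERKL* and *ASB2* (-2.36 to -1.40). In knockdown cells they were *ANKRD37*, *FGF21*, *ALDOC*, *CCL17*, *INSIG1*, *FAM13A* and *FGFBP1* (2.82 to 2.37) and, lower, *CXCL8*, *YTHDC2*, *SLC2A9*, *PRSS23*, *MMP9* and *ACTA2* (-2.13 to -1.63).

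In hypoxia 10 genes were at least 2-fold higher and 86 lower on the knockdown array than on the control array, 13 and 62 with quantile normalization and 74 and 153 with a pseudocount of 1. The RNA helicase gene *YTHDC2* differed by -2.66, the channel gene *TRPV6* by -2.10, *PPP1R15A*, a gene of the stress response, by -1.94 and its regulator *DDIT3* by -1.57, and *SPATC1*, *CDCP1*, *FNIP2* and *NDRG1* by -1.93 to -1.52. The largest in the other direction were *TMEM139* (2.44) and *UGT1A6* (1.91), and *H2BC18*, *PAQR3*, *TXNIP*, *GPC4* and *ARPP21* differed by 1.14 to 1.02. The adherens junction list had a median of -0.21 (percentile 0.19), with *CDH17* (-1.15) and *BAIAP2* (-1.10) at least 2-fold lower, the polarity list one of -0.29 (percentile 0.0) and the Rac and Dock list one of -0.16 (percentile 1.5, and 7.67 with the 75th percentile filter). The 11 Wnt and β-catenin targets had a median of -0.56 (percentile 0.0), with *TCF7L2* at -1.17 and *WNT7A* at -1.04. The stress response list had a median of -0.31 (percentile 0.0). Also below the central 95% were epithelial markers at -0.20 (percentile 1.33), glycolysis and classical HIF1 targets at -0.19 (0.28), the 3 HIF targets of the paper's RT-qPCR at -0.81 (0.1) and sterol biosynthesis at -0.19 (2.1, and inside it at 2.84 with the 75th percentile filter and 3.21 with the mean of probe sets). The interferon list was higher, at 0.25 (percentile 100), with *MX1* at 1.24 and *IFI44L* at 1.05, as were the cell cycle list, at 0.07 (percentile 98.8), and the 7 leukocyte markers, at 0.27 (98.6, and 96.1 without a filter). The list of epithelial to mesenchymal transition was at -0.11 (percentile 17.2). Genes at least 2-fold lower under the knockdown label at both oxygen levels numbered 14, among them *NFIL3* (-1.63 in normoxia, -1.42 in hypoxia), *JMJD1C* (-1.53 and -1.62) and the desmosomal cadherin gene *DSG3* (-1.49 and -1.80). *FSTL1* was the only gene higher at both, at 1.26 and 1.19.

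Lists not described elsewhere had these medians in normoxia on the array labelled HIF2α-KD, all within the bounds of the random lists in the main analysis. With the 75th percentile filter 3 lists left them, epithelial markers (percentile 0.98), TGFβ and BMP signalling (99.6) and the interferon list (0.72). The medians were 0.09 for tight junctions, 0.04 for polarity, 0.05 for TGFβ and BMP signalling, -0.12 for Wnt and β-catenin targets, -0.11 for glycolysis and classical HIF1 targets, -0.20 for the HIF targets of the paper's RT-qPCR and -0.08 for epithelial markers. Among markers of other cell types, the median was -0.02 over 6 genes of the proximal tubule, -0.32 over 3 of fibroblasts and 0.04 over 7 of leukocytes, and the 1 endothelial gene measured, *CDH5*, was at 0.29. The knockdown difference of *VEGFA* in normoxia was -1.41. Among other genes the study names it was -0.10 for *HIF1A*, -0.05 for *ARNT*, 0.19 for the dim *HIF3A*, 0.00 for *VHL*, 0.60 for *BAMBI*, 0.23 for *PODXL*, 0.00 for *GATA3*, 0.25 for *EGF* and -0.09 for *DOCK8*. *SNAI1*, *ZEB2*, *IL6* and *PTPRB* did not pass the intensity filter, and *STAT6* lay below the 95th percentile of the reporter probe sets on both normoxic arrays, so no difference is given for it. The paper's RT-qPCR in HIF2α-KO cells found no significant effect on *SNAI2* or *ZEB1*, for other cells than those on the arrays.

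The hypoxia response of the 15 HIF2-preferring targets was smaller between the arrays labelled HIF2α-KD for 10 of them, with a median difference of -0.25. The 4 members at least 2-fold higher in hypoxia in either cell line, *NDRG1*, *EGLN3*, *TFRC* and *CCND1*, were all among these, with a median difference of -1.05. The knockdown difference of the list was 0.20 in normoxia, and in hypoxia it was -0.02 (percentile 63.0), with 10 of 15 genes below 0. The response of the 31 genes of glycolysis and classical HIF1 targets was smaller for 19, with a median difference of -0.08. Of the 20 among them at least 2-fold higher in hypoxia in either cell line, 13 had a smaller response, with a median difference of -0.15. Over the 297 genes at least 2-fold higher in hypoxia in control cells, the median response was 1.31 there and 0.67 in knockdown cells. Over the 135 chosen in knockdown cells it was 1.34 in both. The list values were not tested, and they do not show a smaller response particular to HIF2-preferring targets.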
